# SIMPL Enhancement of Tumor Necrosis Factor-α Dependent p65-MED1 Complex Formation Is Required for Mammalian Hematopoietic Stem and Progenitor Cell Function

**DOI:** 10.1371/journal.pone.0061123

**Published:** 2013-04-22

**Authors:** Weina Zhao, Erin Breese, Allison Bowers, Jonathan Hoggatt, Louis M. Pelus, Hal E. Broxmeyer, Mark Goebl, Maureen A. Harrington

## Abstract

Significant insight into the signaling pathways leading to activation of the Rel transcription factor family, collectively termed NF-κB, has been gained. Less well understood is how subsets of NF-κB-dependent genes are regulated in a signal specific manner. The SIMPL protein (signaling molecule that interacts with mouse pelle-like kinase) is required for full Tumor Necrosis Factor-α (TNFα) induced NF-κB activity. We show that SIMPL is required for steady-state hematopoiesis and the expression of a subset of TNFα induced genes whose products regulate hematopoietic cell activity. To gain insight into the mechanism through which SIMPL modulates gene expression we focused on the *Tnf* gene, an immune response regulator required for steady-state hematopoiesis. In response to TNFα SIMPL localizes to the *Tnf* gene promoter where it modulates the initiation of *Tnf* gene transcription. SIMPL binding partners identified by mass spectrometry include proteins involved in transcription and the interaction between SIMPL and MED1 was characterized in more detail. In response to TNFα, SIMPL is found in p65-MED1 complexes where SIMPL enhances p65/MED1/SIMPL complex formation. Together our results indicate that SIMPL functions as a TNFα-dependent p65 co-activator by facilitating the recruitment of MED1 to p65 containing transcriptional complexes to control the expression of a subset of TNFα-induced genes.

## Introduction

NF-κB controlled genes are a defining feature of the immune system, regulating both immune cell development and function. Proto-typical NF-κB is a homo- or hetero-dimer of members of the Rel family of DNA binding proteins that in mammals includes RelA (p65), c-rel, RelB, p105 (the precursor of p50), and p100 (the precursor of p52). Analysis of endogenous gene expression in mouse embryo fibroblasts (MEFs) derived from mice lacking individual Rel family members has revealed that DNA binding site specificity of the c-rel/NF-κB family members is not merely regulated by the binding site sequence [1]. Instead, a combinatorial model for NF-κB controlled gene expression has been proposed in which additional stimulus-specific factors are required.

Several distinct signaling pathways have been identified that control NF-κB activity [2], [3] The canonical pathway, through which inflammatory cytokines and bacterial products activate NF-κB, involves activation of a preformed complex containing IκB kinase-α (IKKα), IκB kinase-β (IKKβ) and IKKγ/NEMO, a non-enzymatic scaffold protein. Activated IKKα and IKKβ phosphorylate two key serine residues located amino terminal to the ankyrin repeat region in IκBα and IκBβ [4]–[8]. Phospho-IκB is ubiquitylated on lysine residues near the phosphorylated residues, leading to removal of IκB from the NF-κB (p65/p50) containing complex via proteolysis. IκB degradation allows NF-κB nuclear relocalization leading to changes in gene transcription. Analysis of mouse embryo fibroblasts derived from IKKα^−/−^ and IKKβ^−/−^ mice suggest that IKKα controls basal NF-κB activity whereas IKKβ controls cytokine induced NF-κB activity [9]–[14].

As a model for stimulus-induced NF- κB dependent gene expression we have utilized tumor necrosis factor-α (TNFα) to gain mechanistic insight into how signal specific changes NF-κB dependent gene transcription are achieved. TNFα is a homeostatic regulator of the inflammatory response, capable of activating as well as limiting its extent and duration [15]. Studies in mice lacking individual Rel family members have linked the p50/p65 heterodimer to the control of genes whose products regulate the inflammatory response, an essential immune system function (reviewed in [16]). The pathophysiology of diseases such as diabetes, atherosclerosis and some cancers is associated with chronic activation of the inflammatory response that in turn exacerbates the disease process [17]–[19]. Insight into mechanisms that enable the selective control of subsets of NF-κB dependent genes should identify targets for the development of innovative therapeutics to treat chronic inflammatory diseases.

In previous studies we identified a novel regulatory protein termed SIMPL (substrate that interacts with mouse pelle-like kinase; also known as interleukin-1 receptor associated kinase 1 binding protein 1, IRAK1BP1). SIMPL specifically regulates TNFα-, but not interleukin-1 (IL-1)-, induced NF-κB activity [20], [21]. Independent of TNFα-induced NF-κB nuclear localization, TNFα signaling through the type I TNFα receptor (TNF RI) leads to the phosphorylation and nuclear accumulation of SIMPL, [20], [22]. TNFα stimulates the formation of endogenous, nuclear SIMPL-p65 complexes, where SIMPL synergistically enhances p65 trans-activation activity thereby functioning as a p65 co-activator [20]. SIMPL has no activity in the absence of p65 and has no effect upon the activity of transcription factors, such as c-Jun or C/EBPβ, that frequently have binding sites in TNFα-dependent genes [20]. These properties of SIMPL enable us to address a fundamental question in the NF-κB field. A number of agents activate NF-κB leading to overlapping but not identical changes in the expression of ∼200 known NF-κB genes. To date the mechanism through which selective differences in expression can be mediated is unclear. Our results suggest that one mechanism by which this is achieved is through signal specific co-activators of p65. Herein, TNFα-induced SIMPL-dependent genes are identified and the mechanism by which SIMPL exerts its co-activator function is characterized. Our studies reveal that SIMPL functions as a p65 co-activator by facilitating the recruitment of MED1 to p65 containing transcriptional complexes to control the expression of genes involved in hematopoiesis and hematopoietic stem and progenitor cell function.

## Materials and Methods

### Plasmids, antibodies and growth factors

Flag-tagged SIMPL, amino acids 1-259 of the mouse SIMPL protein, was expressed in the pFLAG-CMV-2™ expression vector (Sigma Aldrich, St. Louis, MO). SIMPL antibody, generated by immunizing rabbits against full length recombinant SIMPL protein, was affinity purified against the recombinant protein to enrich for SIMPL specific antibody (Cocalico, Denver, PA). The p65 antibody (06-418) was from Millipore (Billerica, MA); MED1 antibody (ab60950) was from Abcam (Cambridge, MA); antibody to RNAPIIa (8WG16) and to RNAPIIo (H14) were from Covance (Princeton, NJ). Anti-FLAG® M2 monoclonal antibody (F3165) and β-actin antibody (AC-15) (A5441) were obtained from Sigma Aldrich (St. Louis, MO). Goat anti-mouse IgG F(ab′)_2_ fragment specific-HRP (115-36-006) was obtained from Jackson ImmunoResearch Laboratories, Inc. (West Grove, PA). Recombinant human (rh) TNFα and recombinant mouse SCF were from PeproTech Inc. (PeproTech, Rocky Hill, NJ); recombinant human erythropoietin (Amgen); pokeweed mitogen spleen cell conditioned media was from StemCell Technologies (Vancouver, British Columbia, Canada).

### Cell culture and transfection

Human embryonic kidney epithelial cells (HEK 293; ATCC® number CRL-1573™) were propagated in Dulbecco's Modified Eagle's Medium (DMEM; Cellgro®, Mediatech, Inc., Herndon, VA) containing 10% heat-inactivated fetal bovine serum (FBS; Hyclone, Logan, UT) supplemented with L-glutamine and penicillin/streptomycin. Mouse embryo fibroblasts (MEFs) were propagated in Basal Medium Eagle (BME; Sigma-Aldrich, St. Louis, MO) containing 10% heat-inactivated FBS supplemented with L-glutamine and penicillin/streptomycin. All cells were maintained at 37°C with 5% carbon dioxide. Plasmid constructs were introduced into cells as CaPO_4_ precipitates.

### Immunocomplexing assays

Cell monolayers were washed three times with ice cold phosphate buffered saline (PBS). Immunoprecipitation (IP) lysis buffer (10 mM HEPES, pH 7.4, 150 mM NaCl, 5 mM EDTA, 1% Triton X-100) containing protease inhibitors (Complete Protease Inhibitor Cocktail, Roche, Indianapolis, IN) was added directly to the cell monolayer. Cell monolayers were incubated with lysis buffer (4°C, 20 min), lysates were collected and centrifuged (20 min, 16,000× g, 4°C) to remove cellular debris. Nuclear extracts were generated as described by Schreiber et al., [23]. Briefly, PBS rinsed cell monolayers collected by centrifugation (30 sec., 16,000× g, RT), were resuspended and incubated for 15 min (4°C) in a hypotonic lysis buffer (10 mM Hepes, pH 7.9; 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, 1 mM DTT and 0.5 mM PMSF) containing protease inhibitors. Following the addition of NP-40 cell suspensions were centrifuged (30 sec., 16,000× g, RT), and nuclear pellets were resuspended in nuclear extract buffer (20 mM Hepes, pH 7.9, 0.4 M NaCl, 1 mM EDTA, 1 mM EGTA, 1 mM DTT, 1 mM PMSF) containing protease inhibitors. Following a 15 min incubation (4°C) with repeated vortexing, insoluble materials were removed by centrifugation (20 min, 16,000× g, 4°C). Supernates were adjusted with hypotonic lysis buffer to a final salt concentration of 125 mM.

Supernates (whole cell or nuclear) were incubated (1 hour, 4°C) with protein-A sepharose (Sigma-Aldrich, St. Louis, MO), centrifuged to pellet the sepharose beads and supernates were incubated with protein-A sepharose beads and the indicated antibody (amount according to the manufacturer's specifications; 16 h, 4°C) overnight. Materials bound to the protein-A sepharose beads were collected by centrifugation (325× g, 2 min, 4°C), supernates were removed and pelleted materials were subject to four cycles of resuspension (10 mM HEPES, pH 7.4, 150 mM NaCl, 5 mM EDTA, 0.1% Triton X-100)/centrifugation. Following removal of the final supernate Laemmli buffer (Bio-Rad, Hercules, CA) was added to the pelleted materials. Denatured samples were subjected to Western analysis as described previously [20]. All immunocomplexing assays were repeated at least three times.

### Generation and analysis of TAP-tagged SIMPL

The wild-type SIMPL coding sequence was subcloned into the pNTAP-A vector (InterPlay™ Mammalian TAP system (Stratagene, La Jolla, CA). The TAP-tagged wild-type SIMPL construct was sequenced, expressed in HEK 293 cells to confirm production of the correctly sized fusion protein and to confirm that the SIMPL fusion protein was capable of inducing the activity of an NF-κB dependent reporter when overexpressed (data not shown). To generate TAP-SIMPL containing protein complexes, HEK 293 cells were transfected with empty vector or the TAP-tagged SIMPL construct, twenty-four hours later cell monolayers were rinsed and harvested in PBS. Whole cell lysates were generated using the InterPlay™ lysis buffer followed by three successive freeze/thaw cycles. Lysates were incubated with a streptavidin resin to enrich for TAP-SIMPL containing complexes. The streptavidin resin was washed, and bound complexes were eluted from the resin by the addition of biotin. Eluted complexes were subsequently incubated with a calmodulin resin to further enrich for TAP-SIMPL containing complexes. The calmodulin resin was washed, and bound complexes were eluted from the resin by calcium chelation. Isolated protein complexes were subsequently subjected to TCA/acetone precipitation. To identify TAP-SIMPL containing complex components, the isolated protein complexes were submitted to the Indiana Centers for Applied Protein Sciences (INCAPS) for analysis by mass spectrometry. Briefly, protein samples were reduced, alkylated, and digested with trypsin. Tryptic peptides were analyzed by LTQ ion-trap LC-MS/MS, and data were collected. Fragmentation data were analyzed using SEQUEST™ and experimental MS/MS were searched against an in silico tryptic digest of the human IPI (version 13) non-redundant protein database. Peptide probabilities (PeptideProphet; [24]) were assigned to peptides identified by SEQUEST analysis. Peptides were grouped into proteins using ProteinProphet [25]. Proteins with a probability of ≥0.6 were considered for further analysis.

### Chromatin immunoprecipitation (ChIP) assays

The indicated MEFs were plated in 150 mm tissue culture dishes and grown to 80–90% confluency. Following a seventy-two hour transfection with the indicated constructs and/or treatment with rhTNFα (10 ng/mL) for 45 min, cell monolayers were gently washed two times with PBS containing 1 mM MgCl_2_. Cell monolayers were subjected to cross-linking with 1% formaldehyde at room temperature (RT; 20 min) and the cross-linking was terminated by the addition of glycine (0.125 M final concentration). Cell monolayers were then rinsed twice with ice-cold PBS/MgCl_2_. Cells were harvested in 30 ml PBS and collected by centrifugation (735× g, 1 min, RT). Cell pellets were resuspended in 3 ml cell lysis buffer (85 mM KCl, 0.5% NP40, 5 mM HEPES (KOH), pH 8.0 and protease inhibitors) and incubated on ice for 10 minutes. Nuclei were collected by centrifugation (1,310× g, 5 min, 4°C), and supernates were discarded. Nuclei were resuspended in 3 ml nuclear lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris, pH 8.0) and incubated on ice for 10 minutes. To shear DNA the nuclei were sonicated using 20×10 second pulses followed by a 30 sec break on ice. Sonicated samples were centrifuged (13,800× g, 10 min, 4°C) to remove insoluble materials. For individual ChIP assays, an appropriate volume of lysate was mixed with ChIP Dilution Buffer (165 mM NaCl, 0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl, pH 8.0 and protease inhibitors). A small amount of the diluted lysate was from for each sample was reserved and served as the input control. Diluted lysates were incubated with salmon sperm DNA saturated protein A agarose beads (Upstate, Charlottesville, VA) for one hour (4°C) to reduce non-specific binding. Agarose beads were collected by centrifugation (1,310× g, 1 min, 4°C), and supernates were transferred to a clean Eppendorf tube. Samples were incubated overnight (4°C) with 4 µg of the indicated antibody; one sample per condition did not receive antibody to serve as a negative control. To facilitate isolation of antibody containing complexes, salmon sperm DNA saturated protein A agarose beads was added to each sample and samples were incubated for an additional four hours (4°C). Agarose beads were collected by centrifugation (1,310× g, 1 min, 4°C), and supernates were removed. Pelleted materials were subjected to two cycles of resuspension/centrifugation sequentially in: a low-salt buffer (150 mM NaCl, 0.1% SDS, 1% NP-40, 1 mM EDTA, 50 mM Tris-HCl), a high-salt buffer (500 mM NaCl, 0.1% SDS, 1% NP-40, 1 mM EDTA, 50 mM Tris-HCl), a LiCl buffer (250 mM LiCl, 0.1% SDS, 1% NP-40, 1 mM EDTA, 1% Deoxycholic Acid, 50 mM Tris-HCl), and finally in TE buffer (10 mM Tris-HCl, 0.25 mM EDTA). The final agarose bead containing pellet was resuspended in Elution Buffer (1% SDS, 0.1 M NaHCO_3_) and incubated for 15 minutes at RT. Agarose beads were collected by a brief centrifugation and eluates were transferred to a clean eppendorf tube. This step was repeated a total of two times, the eluates were combined, adjusted to 0.25 M NaCl and samples were incubated at 65°C overnight to reverse crosslinking. DNA was isolated from each sample using the Qiagen QIAquick PCR purification kit (Valencia, CA) according to the manufacturer's specifications. Purified DNA samples were stored at −20°C. Quantitative PCR analysis was performed with equivalent amounts of purified DNA according to manufacturer's specification (LightCycler 480 DNA SYBR Green kit and LightCycler 480 system; Roche Diagnostics, Indianapolis, IN). GAPDH was used as the housekeeping gene. qRT-PCR assays were performed in triplicate and were repeated three times. The primers used to characterize the *Tnf* gene promoter were located in the: TATA box proximal region: 5′-CAC ACA CAC CCT CCT GAT TG-3′ and 5′-AGA CGG CCG CCT TTA TAG C -3′ generating fragments spanning nucleotides (nts) −19 to −276; and in the distal region 5′-GAG GCT CCG TGG AAA ACT CA-3′ and 5′ GCA GAG CAG CTT GAG AGT TGG GAA-3′ generating fragments spanning nts −546 to −756. The primers used to characterize the *Tnf* gene coding region were: 5′-TAT GGC TCA GGG TCC AAC TC-3′ and 5′-TGG TCA CCA AAT CAG CGT TA-3′ generating fragments spanning nts +1441 to +1537. All ChIP assays were repeated a minimum of three times.

### Real-time PCR

Control and treated cell monolayers were rinsed with ice cold PBS and collected by centrifugation (1,310× g, 4 min, 4°C). PBS was removed and total cellular RNA was isolated using the RNeasy Plus Mini Kit (Qiagen Inc., Valencia, CA). RNA (2 µg) was subject to reverse transcription with random primers using SuperScript III reverse transcriptase (Invitrogen). qRT-PCR was performed with equivalent amounts of cDNA according to manufacturer's specification (LightCycler 480 DNA SYBR Green kit and LightCycler 480 system; Roche Diagnostics, Indianapolis, IN). GAPDH was used as the housekeeping gene. qRT-PCR assays were performed in triplicate and were repeated three times. The following primers were used to amplify different regions of the *Tnf* gene (initiation, +24–+121): 5′-TAG CCA GGA GGG AGA ACA GA-3′ and 5′-TTT TCT GGA GGG AGA TGT GG-3′; (elongation, +1441–+1537): 5′-CAC CTG GCC TCT CTA CCT TG-3′ and 5′-GAC AGC CTG GTC ACC AAA TC-3′.

### Microarray analysis

Total cellular RNA, isolated from untreated and TNFα treated (rhTNFα 10 ng/ml, 1 h) SIMPL^−/−^ or littermate control MEFs was converted to cRNA and used to identify expressed genes (IU Center for Medical Genomics Microarray Core, Affymetrix Mouse Gene 1.0 ST GeneChip®). Data was extracted with Affymetrix Microarray Suite version 5 software and exported to a MicroArray Data Portal in the Core Facility. MEFs were derived from a single mouse embryo a total of 4 independent times for each strain (littermate, SIMPL^−/−^) and each set of fibroblasts was analyzed individually enabling us to detect small differences (≥1.5-fold) in gene expression with good statistical significance; data were corrected for false discovery rate [26]. Raw and processed microarray data are available in the National Center for Biotechnology Information Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo, accession number GSE44146).

### Progenitor and competitive repopulation assays

Bone marrow was isolated from 8–12 week old littermate or SIMPL^−/−^ mice (C57BL/6 background), cells were pelleted and resuspended in Iscove's Modified Dulbecco's Media. Cells were plated at a density of 1×10^4^ cells/mL in a methylcellulose mix containing: FBS (30%), penicillin/streptomycin (2%), β-mercaptoethanol, glutamine (1%), mSCF (100 ng/mL), 5% (vol/vol) pokeweed mitogen mouse spleen cell conditioned media and for BFU-E and CFU-GEMM, hemin (0.1 mM) and erythropoietin (1 unit/ml). Plated cells were incubated in a 5% oxygen tension incubator and colonies were counted 7 days later. Individual assays were performed in triplicate with a total of 9 SIMPL^−/−^ mice and 9 littermate control mice analyzed.

To characterize the hematopoietic stem cell (HSC) pool, competitive repopulation assays were performed as described by [27]. Briefly, bone marrow cells isolated from SIMPL^−/−^ mice (C57BL/6 background) or littermate control mice (C57BL/6 background), positive for the surface marker CD45.2^+^ were mixed (1∶1) with congenic CD45.1^+^ competitor bone marrow cells obtained from B6.SJL-Ptprc^a^ Pepc^b^/BoyJ mice (B6.BoyJ) (Jackson Labs). Cell mixtures were transplanted intravenously into lethally irradiated (1100-cGy split dose) B6.BoyJ mice. A total of ten B6.BoyJ mice were transplanted: 5 recipient B6.BoyJ mice received cell mixtures containing bone marrow cells isolated from the SIMPL^−/−^ mice; 5 recipient B6.BoyJ mice received cell mixtures containing littermate control bone marrow cells. Contribution to peripheral blood chimerism was assessed by measuring the proportion of CD45.2^+^ and CD45.1^+^ cells at multiple time points for 12 months post-transplant.

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All studies were approved by the Institutional Animal Care and Use Committee of Indiana University School of Medicine (Protocol 10295).

### Statistical analysis

Unless indicated otherwise all data were analyzed using an unpaired, 2-tail t-test and are presented as the average +/− SEM.

## Results

### SIMPL is required for a subset of TNFα-induced NF-κB dependent genes

Despite significant advances in the identification of the upstream activators of NF-κB, the regulatory mechanisms governing signal-specific changes in NF-κB dependent gene expression are comparatively less well understood [3],[16]. SIMPL is a key regulator of TNFα, but not IL-1 induced NF-κB activity [20], [21], identifying SIMPL as a unique target to probe for signal specific NF-κB regulation. Therefore, we performed a microarray analysis on RNA isolated from TNFα treated MEFs derived from littermate control or SIMPL^−/−^ mice (**Fig. 1**). 

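Mouse embryonic fibroblasts (MEFs), cells grown out of embryos, were profiled on 16 Affymetrix Mouse Gene 1.0 ST arrays, 4 each for untreated littermate, TNFα treated littermate, untreated SIMPL−/− and TNFα treated SIMPL−/− MEFs. Irak1bp1, the gene that encodes SIMPL, had a log2 value of 8.09 ± 0.17 (SD, n = 4 arrays) in untreated and 7.91 ± 0.18 (SD, n = 4) in treated littermate MEFs. In SIMPL−/− MEFs it stood at 5.36 ± 0.19 (SD, n = 4) without and 5.37 ± 0.24 (SD, n = 4) with TNFα, and every SIMPL−/− array lay below every littermate array. The difference between the genotypes was −2.73 on the log2 scale in untreated cells (SE 0.12, adjusted p = 2.15e-12 from limma) and −2.54 in treated cells (adjusted p = 4.62e-12). Whether the probe set of Irak1bp1 lies within the targeted part of the gene was not examined here. TNFα was given at 10 ng/ml, for 60 min by the paper's methods and for 45 min by the labels of the arrays. By the paper's methods, MEFs were derived from a single embryo 4 independent times for each strain. The arrays of a group are counted as replicates on that statement, which was not tested here. The levels of the sex-linked genes Xist and Eif2s3y do not divide the arrays of either untreated group by sex. They thus give no sign of separate embryos. If the arrays of a group share a culture, the p-values hold for arrays and not for embryos. Neither the labels nor the paper's text says which untreated and treated arrays share an embryo, and the groups were compared without pairing. The deposited values are log2 values from RMA, made with Partek according to the submitters' notes, while the paper's methods name Affymetrix Microarray Suite. Of the probe sets on the array, 21789 are paired with exactly 1 gene symbol and give 19938 genes, with the brightest probe set standing for a gene that has more than 1. A single limma model of the 4 groups gave the TNFα response in each genotype, the difference between the responses, and the difference between the genotypes with and without TNFα, with Benjamini-Hochberg adjustment over all genes. Across genes, which are not independent replicates, any pair of arrays of the same group had a Pearson's r of at least 0.995. The first principal component held 65.4% of the variance and separated the genotypes, and the second held 10.2% and separated treated from untreated arrays. Neither the labels nor the paper's text gives a hybridization batch, so a batch that followed the genotype cannot be told apart from it, and the number of arrays limits the precision.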

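In littermate MEFs, TNFα raised chemokine genes, feedback inhibitors of NF-κB and adhesion molecules. At a fold change over 1.5 and p under 0.001, 173 genes rose and 27 fell. Cxcl10, which encodes a chemokine for T cells, rose by a log2 fold change of 4.03 (SE 0.08, n = 4 arrays per group, adjusted p = 3.46e-17 from limma). Ccl20, another chemokine, rose by 3.98 (SE 0.16, adjusted p = 2.2e-12), and Ccl2, which attracts monocytes, by 3.38 (SE 0.07, adjusted p = 9.21e-17). Tnfaip3, a ubiquitin-editing enzyme that restrains NF-κB, rose by 3.70 (SE 0.07, adjusted p = 2.04e-17), and Nfkbie, which encodes the inhibitor IκBε, by 2.57 (SE 0.10, adjusted p = 1.04e-12). Each of these genes was higher in all 4 treated arrays than in any untreated array. Of 22 measured chemokines, 15 rose and 0 fell at an adjusted p under 0.05 (17 and 1 when adjusted over the list alone, which are also the counts at an unadjusted p under 0.05). The set test camera gave an adjusted p of 2.54e-05 for this list with an estimated correlation. Of 19 feedback inhibitors and ubiquitin editors of NF-κB, 15 rose (15 adjusted over the list alone, adjusted p = 2.34e-05 with an estimated correlation). Of 8 measured genes of the Rel family and the IκB kinases, 4 rose (5 adjusted over the list alone, adjusted p = 0.00154 with an estimated correlation). Among them were Rel, with a log2 fold change of 1.68 (SE 0.09, adjusted p = 1.9e-10), and Relb, with 1.28 (SE 0.06, adjusted p = 5.43e-11). Of 16 adhesion molecules and cell surface receptors, 15 rose (16 adjusted over the list alone). The paper chose 10 of these 16 for Fig. 1A on these samples, and of the other 6 genes 5 rose. Of 31 immediate early genes, which respond without new protein synthesis, 20 rose and 1 fell (21 and 2 adjusted over the list alone, adjusted p = 0.003 with an estimated correlation), and Nr4a1, a nuclear receptor, had a log2 fold change of 1.89 (SE 0.15, adjusted p = 5.23e-08). Of 19 components of TNF receptor signalling, 3 rose (3 up and 1 down adjusted over the list alone, camera adjusted p = 0.391), with Cflar, an inhibitor of caspase-8, at 0.44. Of 24 interferon-stimulated genes, Irf1 and Gbp3 rose and Stat2 fell (2 and 1 adjusted over the list alone, camera adjusted p = 0.801). Among the genes that fell, Dusp6, a phosphatase that inactivates ERK, had a log2 fold change of −1.05 (SE 0.08, adjusted p = 1.22e-08), and Rgs2, a regulator of G protein signalling, of −0.94 (SE 0.11, adjusted p = 1.01e-05). The largest adjusted p among the 173 genes was 0.0203.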

Rank order differences identified 174 genes significantly induced >1.5-fold (p<10^−3^) in the TNFα treated littermate control MEFs. 

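Many of these genes responded less to TNFα when SIMPL was missing. Over the 173 genes, the median log2 response was 0.878 in littermate MEFs and 0.527 in SIMPL−/− MEFs, and 156 genes (90.2%) had the smaller estimate in SIMPL−/− MEFs. The genes were picked on their response in littermate MEFs, which alone favours smaller estimates in the other genotype. In 100 simulated data sets with equal responses the share had a median of 56.1% (46% to 66.7%). The simulated sets held a median of 124 induced genes (115 to 132). How far noise shared between genes would widen the range of the share was not tested. When the difference between the responses was itself tested, 61 of the 173 genes had a smaller response in SIMPL−/− MEFs at an adjusted p under 0.05 from limma. A larger response in SIMPL−/− MEFs passed for 0 of the 173 genes (7 at an unadjusted p under 0.05, 0 with an unmoderated test). Of the 61 genes, 29 still rose over 1.5-fold at p under 0.001 in SIMPL−/− MEFs, and 20 showed no rise there at an adjusted p under 0.05. Irf1, a transcription factor of the interferon system, rose by a log2 fold change of 3.28 (SE 0.07, n = 4 arrays per group) in littermate and 2.17 in SIMPL−/− MEFs, a difference of −1.10 (SE 0.10, adjusted p = 1.01e-05). A second, dimmer probe set of Irf1 gave 0.36 and 0.31, a difference of −0.06. Sele, which encodes the endothelial adhesion molecule E-selectin, rose by 3.00 and 1.36 (difference −1.64, SE 0.13, adjusted p = 1.59e-06). Icam1, a ligand of leukocyte integrins, rose by 2.35 and 1.24 (difference −1.11, SE 0.11, adjusted p = 3.19e-05). Tlr2, a receptor for bacterial lipoproteins, rose by 2.25 and 0.79 (difference −1.45, SE 0.15, adjusted p = 4.07e-05). Fas, a death receptor, rose by 1.46 and 0.70 (difference −0.77, SE 0.15, adjusted p = 0.0239), and Nfkbia, which encodes IκBα, by 3.33 and 2.93 (difference −0.40, SE 0.09, adjusted p = 0.0427). Casp4, an inflammatory caspase, Tnfaip6, a hyaluronan-binding protein, and Cd83, a surface marker of activated dendritic cells, had differences of −0.79, −1.05 and −1.05 (adjusted p = 0.00597, 6.92e-05 and 0.0191). Of the 11 measured genes of Groups II to IV in Fig. 1A, which the paper chose on these samples and which are not independent evidence, 11 rose in each genotype and 10 had a smaller response in SIMPL−/− MEFs (11 adjusted over the list alone, 6 with an unmoderated test). The remaining gene, Atf3, a transcription factor of the stress response, rose by 1.48 and 0.79 (difference −0.69, adjusted p = 0.09, past the threshold with dim genes left out, with array weights and without array 5 or 10). Other genes had responses whose difference did not pass the test, such as Ccl2 (−0.17, adjusted p = 0.512) and Rel (−0.10, adjusted p = 0.788). In SIMPL−/− MEFs 88 genes rose and 16 fell at the thresholds given for littermate MEFs, and 76 genes rose in both. Mmp10, a matrix metalloproteinase, was the single gene called as induced in SIMPL−/− MEFs with a smaller response in littermate MEFs (difference 0.48, SE 0.10, adjusted p = 0.0268). This call was lost with an unmoderated test and without any 1 array other than 3, 8, 10, 12 or 15, and Mmp10 is not tested when dim genes are left out. Before TNFα, 18 of the 61 genes were lower in SIMPL−/− than in littermate MEFs, 21 were higher and 22 did not pass the test, and with TNFα 53 were lower. Markers of myeloid cells also differed between the genotypes: the mean log2 value of 29 such markers was 9.60 ± 0.17 (SD, n = 4) in untreated littermate and 7.47 ± 0.06 (SD, n = 4) in untreated SIMPL−/− MEFs. The count of 61 became 37 at an adjusted p under 0.01, 124 when adjusted over the induced genes alone, 102 for a lower level after TNFα and 97 for genes past the induction thresholds in littermate MEFs alone. The call for Nfkbia was lost with arrays centred on their medians and without any 1 array other than 8 or 11, that for Fas without array 4, 6, 11, 13, 14 or 16, and that for Cd83 without array 14, all 3 also with an unmoderated test. The rise of Casp4 in SIMPL−/− MEFs (adjusted p = 0.0477) was lost with that test or without any 1 array other than 2, 3, 7, 8 or 13. The rises of Atf3, Cd83, Fas and Tnfaip6 in SIMPL−/− MEFs were lost with an unmoderated test of the SIMPL−/− arrays alone. From the genes that were not induced or were induced less in SIMPL−/− MEFs, the paper concludes that SIMPL is needed for the expression of some of the genes that TNFα induces.

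**Figure D1:**
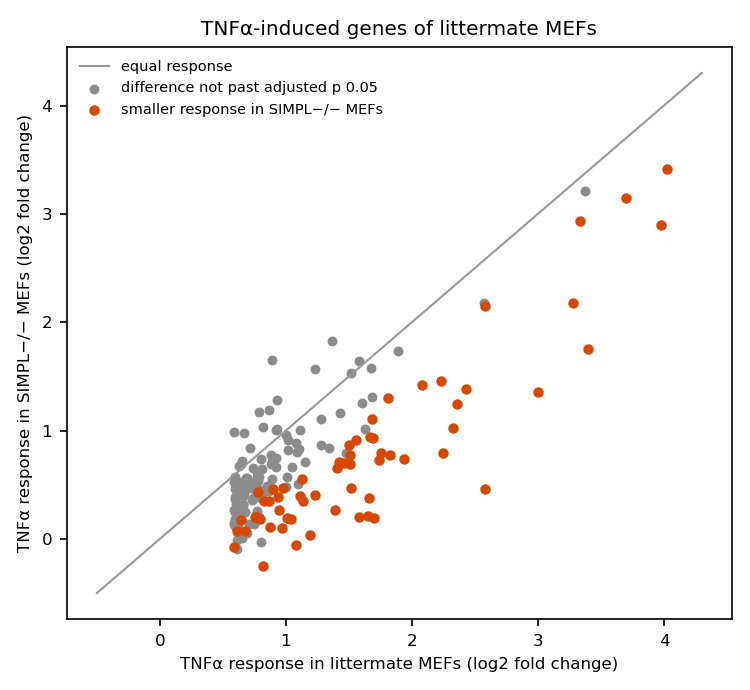
TNFα response in littermate MEFs (horizontal, log2 fold change) and in SIMPL−/− MEFs (vertical, log2 fold change) of the 173 genes induced in littermate MEFs. Each point is a gene, the line marks equal responses, and the 61 genes in orange had a smaller response in SIMPL−/− MEFs at an adjusted p under 0.05; 156 points lie below the line.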

Of the 174 genes, 34 genes were either not induced (**Fig. 1A**, Group 1 genes) or were expressed at significantly reduced levels in the TNFα treated SIMPL^−/−^ MEFs (**Fig. 1A**, representative genes in Groups 2–4). Changes in several of the TNFα-induced SIMPL dependent genes were confirmed by qRT-PCR (**Fig. 1B**). 

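The 11 genes of Group I in Fig. 1A rose with TNFα in littermate MEFs, and each was lower in TNFα treated SIMPL−/− than in TNFα treated littermate MEFs. In SIMPL−/− MEFs 0 of the 11 passed an adjusted p under 0.05 for a rise (3 at an unadjusted p under 0.05, 0 with an unmoderated test). As a list they still leaned upward there, with a median log2 response of 0.18 and a camera adjusted p of 0.0028 that was lost with an estimated correlation (adjusted p = 0.113). The largest response was that of Clec4e (Mincle), a receptor for mycobacterial glycolipids, with a log2 fold change of 2.58 (SE 0.17, n = 4 arrays per group, adjusted p = 5.28e-09 from limma) in littermate and 0.47 (adjusted p = 0.184) in SIMPL−/− MEFs. The difference between its responses was −2.11 (SE 0.24, adjusted p = 0.000102). Ccrl2, a chemokine-binding receptor, had log2 fold changes of 1.7 and 0.19 (difference −1.51, SE 0.12, adjusted p = 1.59e-06), and Cd69, an early activation marker of leukocytes, of 1.58 and 0.20 (difference −1.38, SE 0.15, adjusted p = 6.11e-05). Tnfsf9, the ligand of the costimulatory receptor 4-1BB, had values of 1.19 and 0.04 (difference −1.16, SE 0.18, adjusted p = 0.00261), and Cebpd, a transcription factor of the acute phase response, of 0.97 and 0.10 (difference −0.87, SE 0.11, adjusted p = 0.000285). Tnfsf15, a cytokine made by endothelial cells, had values of 0.88 and 0.11 (difference −0.76, SE 0.09, adjusted p = 0.000144). For Ptafr, the receptor of platelet-activating factor, the difference was −0.86 (SE 0.15, adjusted p = 0.0117), for Cd14, a coreceptor of bacterial lipopolysaccharide, −0.61 (SE 0.10, adjusted p = 0.00529), and for Ccl4, a chemokine, −0.66 (SE 0.14, adjusted p = 0.0299). Ccl3, another chemokine, had log2 fold changes of 0.80 and −0.03, and the difference of −0.83 (SE 0.20, adjusted p = 0.0727) passed the threshold with dim genes left out, with array weights and without array 3, 8 or 13. In all, 10 of the 11 genes had a smaller response in SIMPL−/− MEFs (11 adjusted over the list alone, 8 with an unmoderated test), which is not independent evidence, since the paper chose the genes on these samples. Their levels before TNFα also differed: 6 of the 11 were lower in untreated SIMPL−/− MEFs and 2 were higher (6 and 2 adjusted over the list alone). Ccl3 stood at a log2 value of 8.68 ± 0.28 (SD, n = 4) in untreated littermate and 6.26 ± 0.20 (SD, n = 4) in untreated SIMPL−/− MEFs, and Cd14 at 7.59 ± 0.11 and 6.24 ± 0.07 (SD, n = 4 each). Of 29 measured myeloid and macrophage markers, 29 were lower in untreated SIMPL−/− MEFs (29 adjusted over the list alone), with a median log2 difference of −2.07 (camera adjusted p = 0.0191 with an estimated correlation). The rise of Ccl3 in littermate MEFs was lost with an unmoderated test of the littermate arrays alone. The call for Ptafr was lost with an unmoderated test, and that for Ccl4 with it, with arrays centred on their medians and without array 1, 2, 4, 5, 6, 9, 11, 12 or 14. The higher untreated level of Ccrl2 (log2 difference 0.21, adjusted p = 0.0454) was lost under both other scalings, under the trend and robust setting of limma and without array 1, 3, 4, 9, 11, 12 or 13. The lower one of Clec4e was lost with an unmoderated test of the untreated arrays alone and without array 4 or 9.

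**Figure D2:**
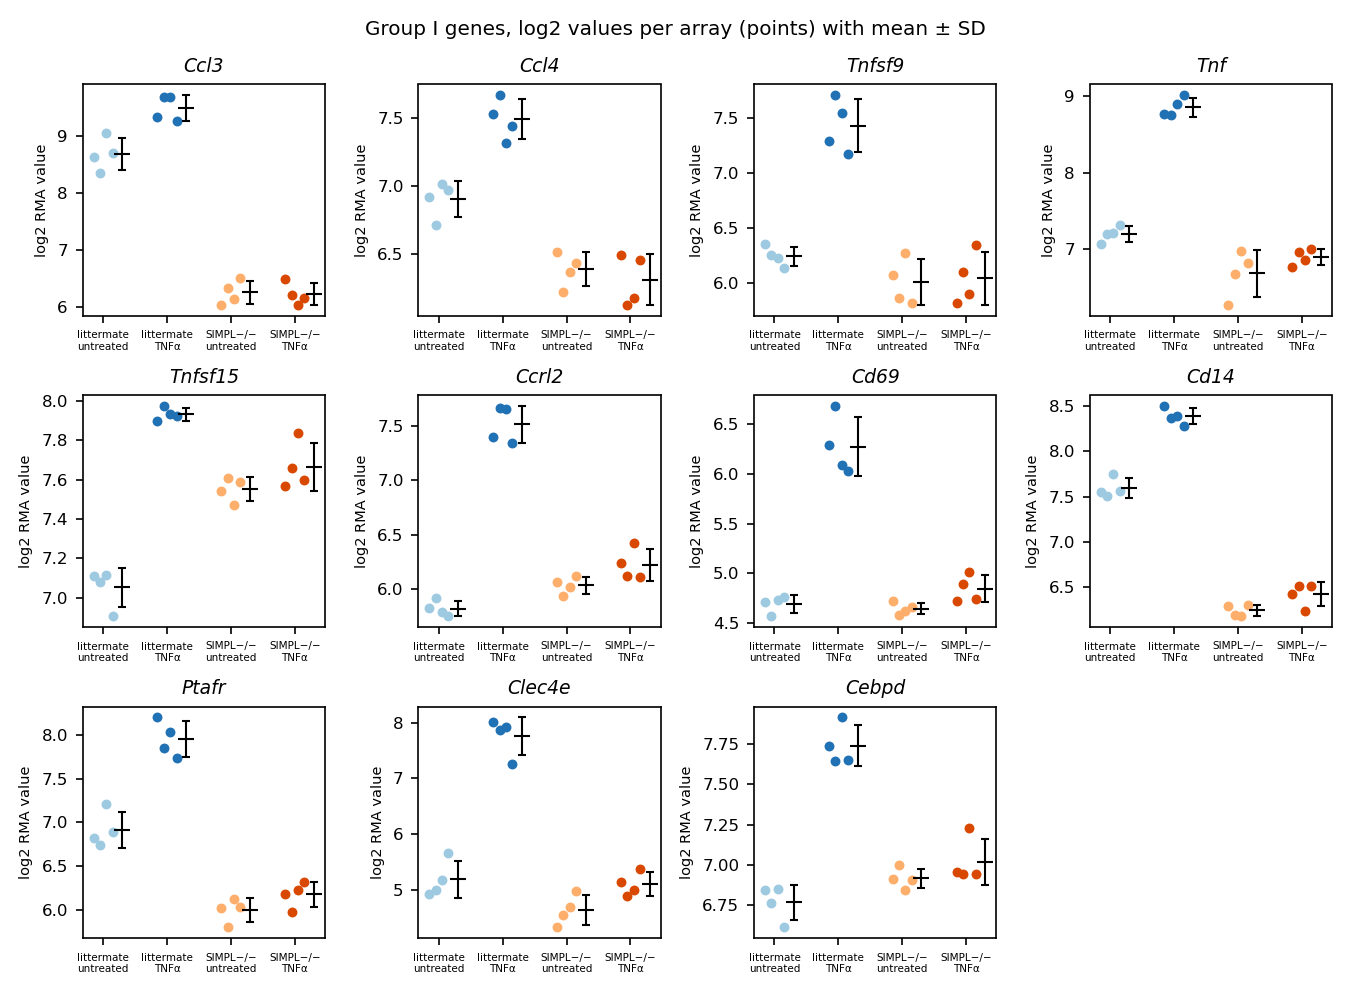
Log2 RMA values of the 11 Group I genes on each array (points, n = 4 per group) with the mean ± SD of each group beside them; the vertical axis of each panel covers that gene's own range. Every gene is higher in TNFα treated than in untreated littermate MEFs, and the untreated groups lie apart for Ccl3 and Cd14.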

The subset of 11 TNFα-induced SIMPL-dependent genes are known NF-κB dependent genes [28]–[32] whose products play a role in the recruitment and activation of hematopoietic cells (TNFα itself; Tnfsf9; Ccl3, Ccl4); pathogen recognition (Ptafr, Mincle); leukocyte adhesion (Ccrl2, Cd69, Cd14); a regulator of endothelial proliferation (Tnfsf15) and a transcriptional regulator (Cebpδ). 

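Some genes of chemokines, feedback inhibitors of NF-κB, adhesion molecules and cell surface receptors responded less to TNFα without SIMPL. Of 16 measured adhesion molecules and cell surface receptors, 11 had a smaller TNFα response in SIMPL−/− MEFs and 0 a larger one at an adjusted p under 0.05 from limma (12 and 0 adjusted over the list alone and at an unadjusted p under 0.05, 8 and 0 with an unmoderated test). The 10 of the 16 that are genes of Fig. 1A were chosen by the paper on these samples and are not independent evidence. Of the other 6, 1 had a smaller response, Vcam1, an adhesion molecule chosen here after its values were seen (difference −0.63, SE 0.08, adjusted p = 0.000226), and their median difference was −0.04 on the log2 scale against −0.81 over all 16. Of the 22 chemokines, 6 had a smaller response (9 lower and 1 higher adjusted over the list alone, 2 lower with an unmoderated test), with a median difference of −0.31 (camera adjusted p = 0.0191 with an estimated correlation). Over the 19 that are not in Fig. 1A it was −0.18, and 4 of them had a smaller response (2 with an unmoderated test). The camera value covers all 22, with the 3 genes of Fig. 1A, which are not independent evidence. Among the 6, Ccl20 had a difference of −1.08 (SE 0.23, n = 4 arrays per group, adjusted p = 0.0341). Cxcl2, a chemokine for neutrophils and a gene of Fig. 1A, had −1.04 (SE 0.19, adjusted p = 0.01). Cxcl10 had −0.61 (SE 0.11, adjusted p = 0.0127). Of the 19 feedback inhibitors and ubiquitin editors of NF-κB, 4 had a smaller response (8 adjusted over the list alone, 2 with an unmoderated test). Their median difference was −0.23 (camera adjusted p = 0.00734 with an estimated correlation, the 1 gene of Fig. 1A included). Over the 18 that are not in Fig. 1A it was −0.21, and 3 of these had a smaller response. Among them, Tnip3, a binding partner of the enzyme encoded by Tnfaip3, had a difference of −1.29 (SE 0.20, adjusted p = 0.00284) and Tnfaip3 of −0.56 (SE 0.10, adjusted p = 0.01). Of the 8 genes of the Rel family and the IκB kinases, 0 differed in response (0 adjusted over the list alone, 2 lower at an unadjusted p under 0.05, 0 with an unmoderated test; camera adjusted p = 0.0985). Of the 24 interferon-stimulated genes, 1 had a smaller response, Irf1 of Fig. 1A (1 adjusted over the list alone), and the list's camera adjusted p of 0.0229 was lost with an estimated correlation (adjusted p = 0.428). The interferon-stimulated genes differed in level instead: 20 of 24 were lower in untreated SIMPL−/− MEFs (20 adjusted over the list alone), with a median log2 difference of −0.59 (adjusted p = 0.00496 with an estimated correlation). The chemokines differed in level as well, with 10 of 22 lower and 3 higher in untreated SIMPL−/− MEFs (10 and 6 adjusted over the list alone; camera adjusted p = 0.00349, lost with an estimated correlation, adjusted p = 0.137). Myeloid and macrophage markers were lower after TNFα too, with a median log2 difference of −2.18 over the 29 markers, while 1 of them, Cybb, a subunit of the phagocyte oxidase, rose with TNFα in littermate MEFs, a call lost with an unmoderated test of the littermate arrays alone. The calls for Ccl20, Cxcl2 and Cxcl10 were lost with an unmoderated test. That for Ccl20 was also lost under the trend and robust setting of limma and without array 1, 2, 5, 6, 8, 9, 10, 11, 13, 14 or 16.

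**Figure D3:**
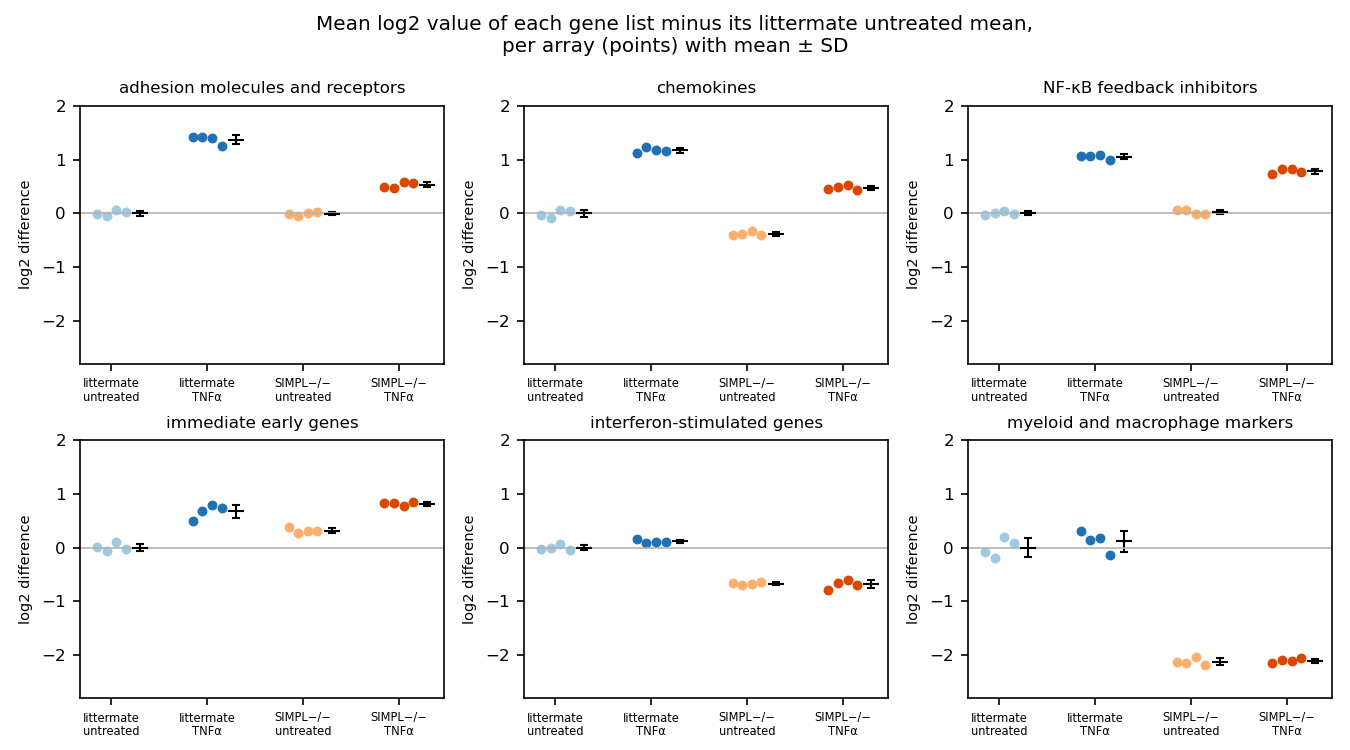
Mean log2 value of 6 gene lists on each array (points, n = 4 per group) minus the mean of the untreated littermate arrays, with the mean ± SD of each group beside the points. The mean over the adhesion molecules and receptors was 8.95 ± 0.08 with TNFα in littermate and 8.10 ± 0.05 in SIMPL−/− MEFs, and the myeloid markers lie lower in both SIMPL−/− groups.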

The biological activities associated with the subset of SIMPL dependent-TNFα-induced genes links SIMPL to the inflammatory response.

**Figure 1:**
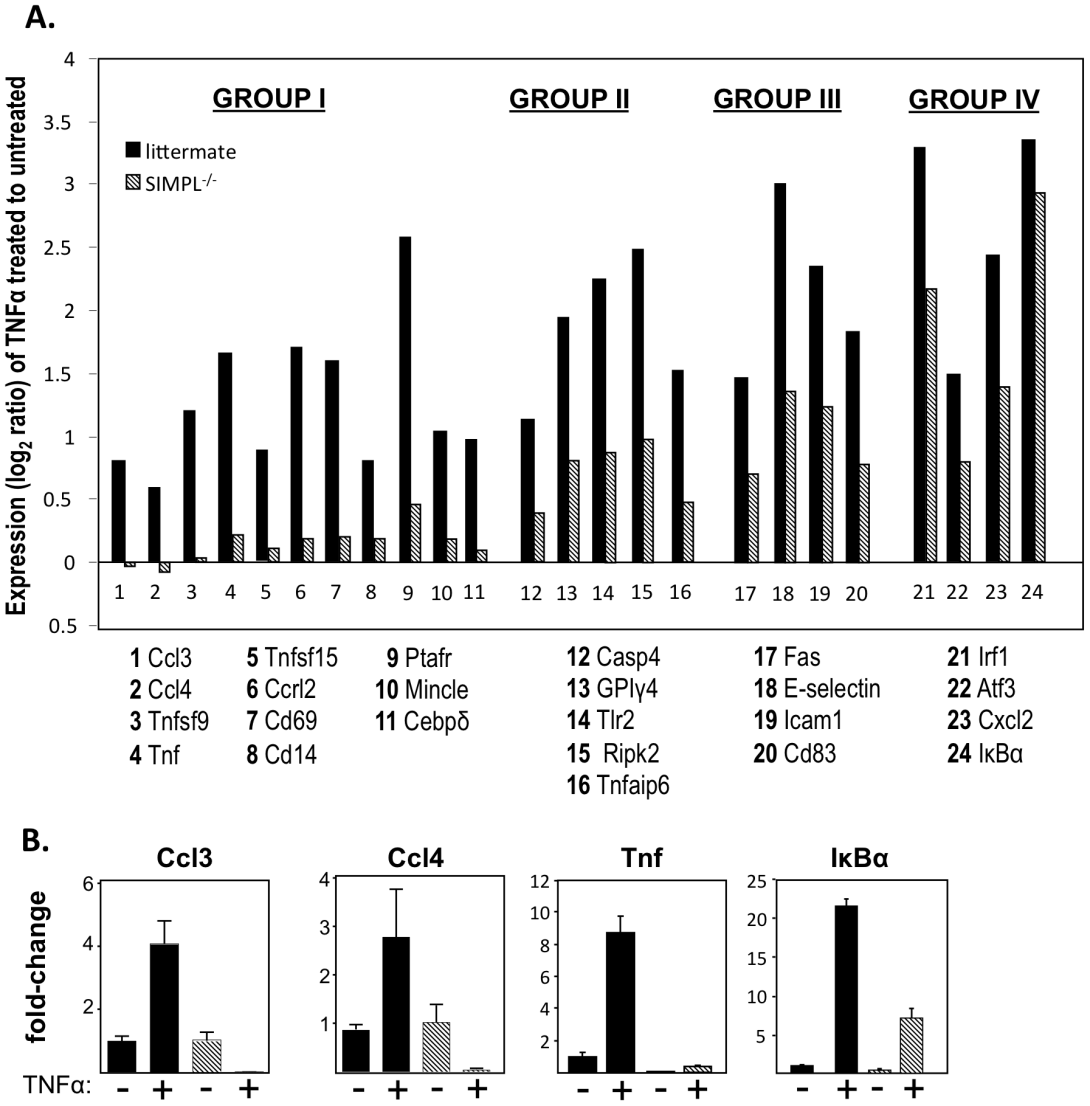
Identification of SIMPL-dependent genes. (**A**) Expression level of genes in TNFα treated as compared untreated MEFs derived from either littermate (▪) or SIMPL^−/−^ (

) mice. Genes are grouped according differences in TNFα responsiveness of treated SIMPL^−/−^ derived as compared to littermate derived MEFs: complete loss (Group I); 75% reduction (Group II); 50% reduction (Group III) or a 25% reduction (Group IV). (**B**) MEFs derived from littermate (▪) or SIMPL^−/−^ (

) mice were treated with rhuTNFα (10 ng/ml) for 45 minutes, total RNA was isolated, converted to cDNA for analysis of indicated mRNAs by qRT-PCR.

### SIMPL is required for steady-state hematopoietic progenitor and stem cell function

During an inflammatory response, hematopoietic progenitors are recruited into the cell cycle and stimulated to undergo differentiation. Given the importance of TNFα as a regulator of steady-state hematopoiesis [33]–[35], we next examined whether hematopoietic cell function was altered in the SIMPL^−/−^ mice. Bone marrow cells from SIMPL^−/−^ and littermate control mice were plated in semi-solid culture in the presence of growth factors appropriate for enumerating the presence of 3 different types of hematopoietic progenitor cells (HPC). In these assays, a colony is derived from a single progenitor cell that, depending upon the cytokines present, undergoes proliferation and differentiates into a colony containing granulocytes and macrophages (CFU-GM), erythroid cells (BFU-E) or granulocytes, macrophages, erythroid cells and megakaryocytes (CFU-GEMM, a multipotential progenitor preceding CFU-GM and BFU-E). Analysis of cells from the SIMPL^−/−^ mice revealed a significant decrease in the total absolute number of CFU-GM per femur and no change in the numbers of BFU-E or CFU-GEMM per femur (**Fig. 2A**).

**Figure 2:**
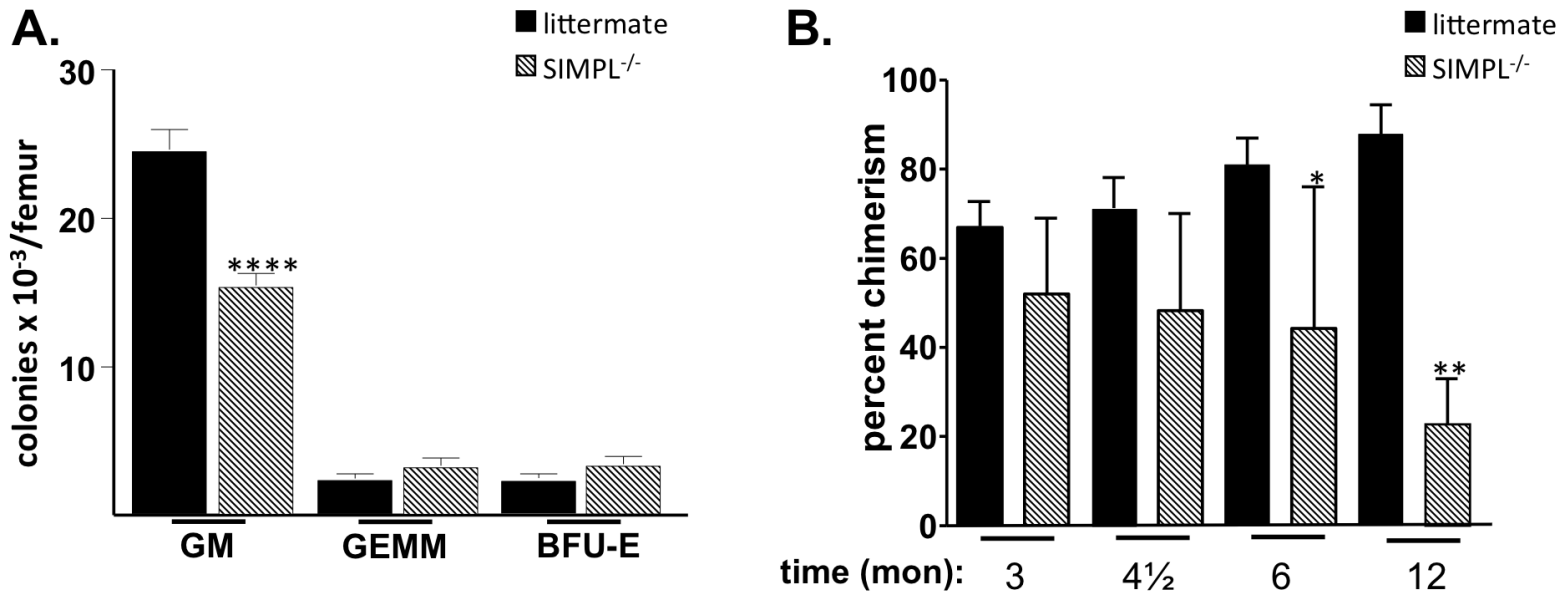
SIMPL is required for steady-state hematopoietic progenitor and stem cell function. (**A**) Low density bone marrow cells were cultured in triplicate in clonogenic methylcellulose progenitor assays at 1×10^4^ cells/mL. The total number of colony forming units (CFU; CFU-GM; BFU-E or CFU-GEMM) were quantitated 7 days later. A 2-tailed t-test was used to determine statistical significance with individual assays performed in triplicate (n = 9 animals/per strain) (**B**) Whole bone marrow cells from SIMPL^−/−^ or littermate controls (CD45.2^+^) were mixed with congenic CD45.1^+^ competitor marrow cells (1∶1) in a 1∶1 ratio (200,000 cells from each) and transplanted intravenously into lethally irradiated CD45.1^+^ mice (1100-cGy split dose). The proportion of CD45.1^+^ and CD45.2^+^ cells in peripheral blood was determined monthly by flow cytometry. Percent chimerism reflects the proportion of CD45.2^+^ cells present in the peripheral blood. A 2-tailed t-test was used to determine statistical significance (n = 5 animals/per strain, each assayed individually), ****p<0.0001; **p<0.01; *p<0.05.

To characterize the hematopoietic stem cell (HSC) compartment, competitive repopulation assays were performed as described under Materials and Methods. Analysis of the transplanted mice revealed a significant decrease in the competitive repopulating ability of the HSCs lacking SIMPL at 6 and 12 months post-transplant (40% and 70% decrease, respectively; **Fig. 2B**). Thus, deletion of SIMPL results in compromised hematopoiesis, as indicated by losses in HPC and HSC function, a phenotype also seen in TNF RI^−/−^ mice [34].

### SIMPL localization to the TNFα gene promoter

TNFα signaling through the type I TNFα receptor stimulates the formation of nuclear SIMPL-p65 complexes where SIMPL synergistically enhances p65 trans-activation activity [20]. To investigate SIMPL's role in regulation of endogenous gene expression, Chromatin immunoprecipitation (ChIP) assays were used to examine whether SIMPL could be found at the TNFα gene promoter (see **Fig. 3A** for schematic). We focused on the *Tnf* gene as it is a known NF-κB regulated gene and our data (**Fig. 1**) along with the work of others [36] has shown that TNFα induces *Tnf* gene transcription. 

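On the arrays, Tnf transcripts rose with TNFα in littermate MEFs, and in SIMPL−/− MEFs their change did not pass the test. The log2 value of Tnf was 7.20 ± 0.10 (SD, n = 4 arrays) in untreated and 8.86 ± 0.12 (SD, n = 4) in TNFα treated littermate MEFs, a 3.15-fold rise (log2 fold change 1.65, SE 0.11, adjusted p = 5.28e-09 from limma). In SIMPL−/− MEFs it was 6.69 ± 0.30 (SD, n = 4) without and 6.90 ± 0.10 (SD, n = 4) with TNFα, a log2 fold change of 0.21 (SE 0.11, adjusted p = 0.375). The difference between these responses of Tnf was −1.44 (SE 0.16, adjusted p = 6.11e-05). Tnf was already lower in untreated SIMPL−/− MEFs, by a log2 difference of −0.51 (SE 0.11, adjusted p = 0.00118), and the difference after TNFα was −1.95 (adjusted p = 6.73e-11), with all 4 SIMPL−/− arrays below all 4 littermate arrays in both comparisons. The lower untreated level did not pass the threshold with an unmoderated test.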

While we have generated SIMPL antibody [20] they have not worked in ChIP assays (data not shown). Thus, in these experiments wild-type MEFs were transfected with either empty expression vector or an expression vector encoding Flag-tagged wild-type SIMPL. Forty-eight hours later transfectants were either left untreated or were treated with rhTNFα (10 ng/mL) for 45 minutes. To confirm that TNFα regulated responses were being measured duplicate sets of transfected cultures were subjected to immunocomplexing assays. Results of these assays confirmed that Flag-SIMPL-p65 complex formation was not occurring in the absence of TNFα-treatment (**Fig. 3B**). ChIP assays were performed as described under Materials and Methods. Antibody that recognizes either p65 or the Flag-epitope was used to isolate DNA-containing complexes. The isolated DNA was used in quantitative real-time PCR reactions to quantify p65 and Flag-SIMPL binding to the mouse *Tnf* gene. In response to TNFα treatment, SIMPL and p65 were recruited to the region of the *Tnf* gene proximal to the TATA box whereas only p65 was recruited to the more distal region of the *Tnf* gene promoter (**Fig. 3C**). Neither SIMPL nor p65 were detected in the coding region of the *Tnf* gene. These assays reveal that in response to TNFα, SIMPL relocalizes to the *Tnf* gene promoter, where it preferentially associates with the region containing the TATA box proximal NF-κB binding sites.

**Figure 3:**
TNFα induces re-localization of SIMPL to the *Tnf* gene promoter. (**A**) Schematic of the mouse *Tnf* gene indicating location of PCR primers. (**B**) WT MEFs transfected with FLAG-SIMPL or empty FLAG-vector (Flag) and were left untreated (-) or were treated with rhTNFα (10 ng/ml; 45 min). Immunocomplexing assays performed with either Flag or p65 antibody were subjected to Western analysis with SIMPL antibody to confirm the TNFα-dependence of the p65-SIMPL interaction. LC-light chain. (**C**) WT MEFs were transfected with the indicated plasmids; 72 h post-transfection, chromatin immunoprecipitation (ChIP) assays were performed as described under Materials and Methods with the indicated antibodies and primer sets specific for the mouse *Tnf* gene (see Panel A for primer location; Materials and Methods for primer sequence). ChIP assays and corresponding quantitative real-time PCR assays were repeated at least three times.

### SIMPL enhances initiation of *Tnf* gene transcription

The localization of SIMPL to the TATA box proximal region of the *Tnf* gene promoter, combined with the microarray results revealing that SIMPL is required for the expression of a subset of TNFα induced genes, suggests that SIMPL modulates the initiation phase of transcription. To address this possibility we continued our focus on the *Tnf* gene (**Fig. 4A** **schematic**). TNFα treatment of wild-type MEFs leads to an increase in the number of *Tnf* gene transcripts detected with primers located either at the beginning (+24 to +121) or end (+1441 to +1537) of the *Tnf* gene transcript (**Fig. 4B**). In contrast and independent of the set of primers used, *Tnf* transcripts were not detected in either the control or TNFα treated MEFs lacking SIMPL (**Fig. 4B**). These data reveal that SIMPL is required for the initiation of TNFα induced *Tnf* gene transcription.

**Figure 4:**
SIMPL is required for initiation of *Tnf* gene transcription. (**A**) Schematic of mouse *Tnf* gene annotated with the regions amplified by primers used to distinguish initiation (+24 to +121) and elongation (+1441 to +1537). (**B**) Total cellular RNA extracted from untreated and TNFα treated (rhTNFα 10 ng/ml, 45 min) MEFs derived from littermate control (WT) or SIMPL^−/−^ mice was subject to quantitative RT-PCR with the indicated primers. Fold-change represents a ratio of TNFα treated to untreated sample of the same genotype. Assays were repeated at least three times and a 2-tailed T-test was used to determine statistical significance, **p<0.01.

### SIMPL binding partners include components of the transcriptional apparatus

Signal dependent changes in gene transcription are mediated through a coordinated process involving a number of large, multi-subunit protein complexes. To gain insight into the role that SIMPL plays in regulation of p65 dependent gene expression mass spectrometry was used to identify SIMPL binding proteins isolated using the InterPlay™ Mammalian TAP system (Stratagene, La Jolla, CA) as described under Materials and Methods. A number of proteins known to be involved with the regulation of gene transcription were identified as novel SIMPL binding partners. Of particular interest was the identification of Mediator subunits as well as the second largest subunit of RNA polymerase II (Rpb2). Localization of SIMPL in complexes containing these proteins could explain the profound enhancement of p65 trans-activation activity induced by SIMPL using the Gal4 system [20].

### SIMPL-p65-MED1 complex formation

Since MED1 had been linked to hematopoietic cell function [37], [38] we examined in more detail the interaction between SIMPL and MED1. HEK 293 cells were transfected with an empty expression vector or a vector encoding Flag-tagged wild-type SIMPL and 72 h later cell monolayers were stimulated with rhTNFα (10 ng/mL) for 45 minutes. After generating cell lysates, antibody recognizing MED1 was used to generate immunocomplexes that were subjected to Western analysis with antibody recognizing either the Flag-epitope or MED1. In the absence of TNFα, Flag-SIMPL was not detected in immunocomplexes generated with the MED1 antibody (**Fig. 5A**). However, in response to stimulation with TNFα, Flag-SIMPL was detected in the MED1 containing immunocomplexes (**Fig. 5A**). To determine whether p65 was required for the TNFα-induced SIMPL-MED1 complex formation, immunocomplexing assays, using MED1 (or Flag) antibody, were repeated in MEFs lacking p65 (**Fig. 5B**). Independent of the antibody used to generate the immunocomplexes (MED1 or Flag), in the absence of p65, TNFα treatment did not lead to the generation of immunocomplexes containing SIMPL and MED1. Results of these assays revealed that p65 is required for TNFα-induced SIMPL-MED1 complex formation.

**Figure 5:**
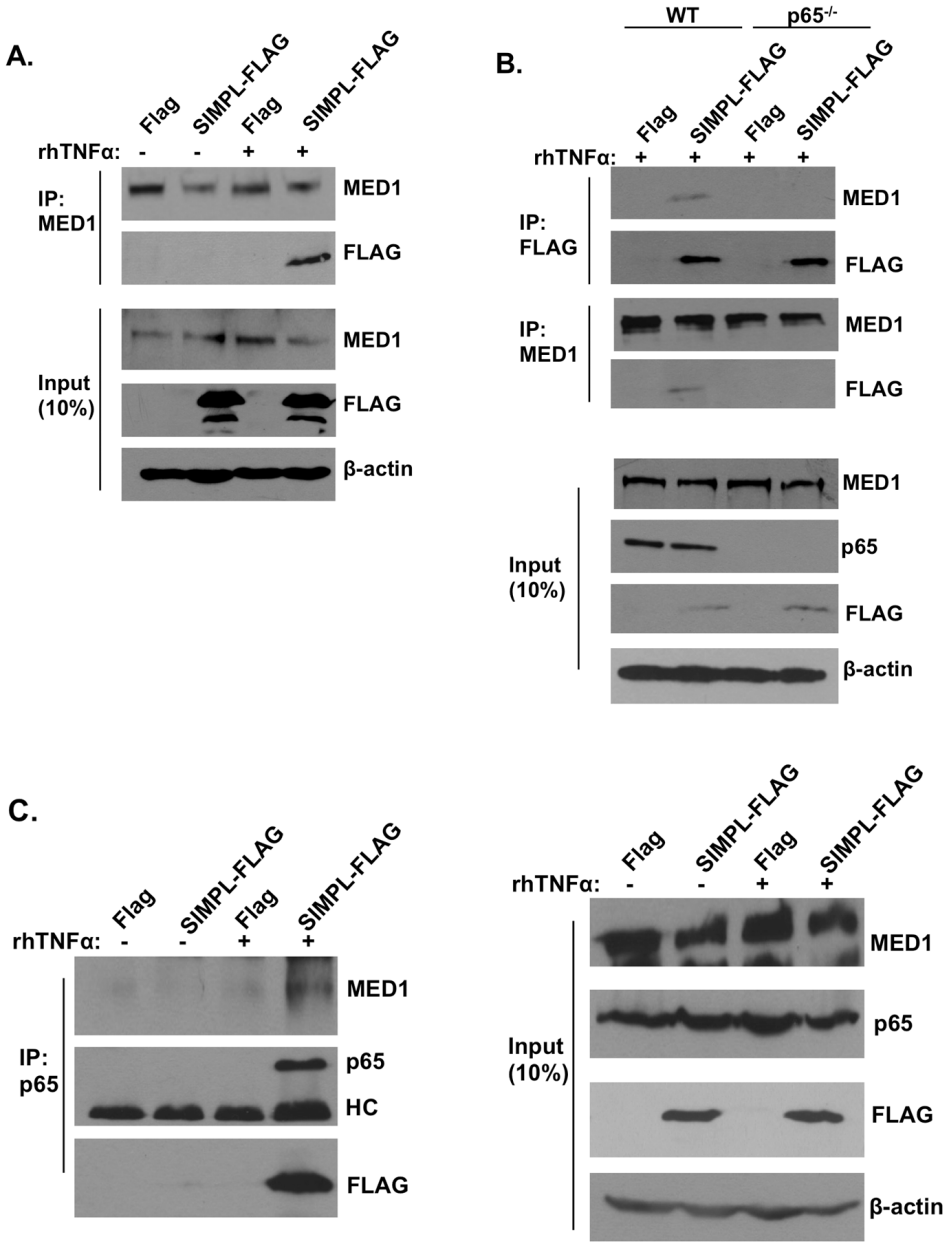
TNFα induced formation of SIMPL-MED1 complexes is p65 dependent. (**A**) HEK 293 cells or (**B**) wild-type MEFs or MEFs lacking p65 were transfected with SIMPL-FLAG or empty FLAG-vector, 72 h later cells were left untreated (-) or treated with rhTNFα (10 ng/ml) for 45 min. Upper panels: immunocomplexing assays were performed with antibody to MED1 (IP:MED1) and/or FLAG (IP:FLAG) and immunocomplexed materials were subjected to Western analysis with the antibody to the proteins indicated on the right hand side of the figure. Lower panels: Cell lysates (50 ug) used in immunocomplexing assays were subjected to Western analysis with antibodies to the indicated proteins. (**C**) HEK 293 cells were transfected with the indicated constructs, 72 h later cells were left untreated or treated with rhTNFα (10 ng/ml) for 45 min. Cell lysates were either analyzed directly (panel labeled input) or were subjected to immunocomplexing assays with Flag-antibody coupled sepharose beads, materials bound to the agaroase beads were eluted with Flag peptide and subjected to immunocomplexing assays with antibody to p65. Immunocomplexed materials were subjected to Western analysis with the antibodies to the proteins indicated on the right hand side of the figure. All assays were repeated at least three times.

Results of the immunocomplexing assays strongly suggested that TNFα stimulated the formation of complexes containing SIMPL, p65 and MED1. To directly test this hypothesis HEK 293 cells were transfected with an empty expression vector or a vector encoding Flag-tagged SIMPL. 72 h later cell monolayers were stimulated with rhTNFα (10 ng/mL) for 45 minutes, cell lysates were generated and antibody recognizing the Flag-epitope conjugated to agarose beads was used to generate immunocomplexes. The immunocomplexed materials were subjected to three cycles of resuspension-centrifugation in tris-buffered saline (TBS; 50 mM Tris H-Cl, 150 mM NaCl). The final pellet was resuspended in TBS and flag-peptide was added to elute Flag-SIMPL and associated proteins. Antibody to p65 was added to the Flag-peptide-eluted materials, and the resulting immunocomplexes were subjected to Western analysis using MED1, p65 and Flag antibody (**Fig. 5C**). When the Flag-peptide eluted materials were subjected to immunocomplexing assays with p65 antibody, Flag-SIMPL and MED1 were detected only if the cell cultures were treated with TNFα. Thus in response to TNFα, complexes containing at least SIMPL, p65 and MED1 form.

### SIMPL enhances p65-MED1 complex formation

The ability of SIMPL to induce the activity of a reporter plasmid under the control of trimerized NF-κB sites is dependent upon p65; whereas in the same assay the absence of SIMPL does not affect the activity of ectopically expressed p65 [20]. In the absence of SIMPL, TNFα-induced activation of a reporter under the control of trimerized NF-κB sites is reduced (∼80%) but not eliminated [20]. Taken together these data prompted us to examine whether SIMPL is required for p65-MED1 complex formation. MEFs derived from SIMPL^−/−^ mice, or the corresponding littermate controls were left untreated or were stimulated with rhTNFα (10 ng/mL) for 45 minutes. Cell lysates were generated and immunocomplexes generated with antibody recognizing p65 were subjected to Western analysis with MED1. In wild-type MEFs, under steady-state conditions MED1 was detected in the p65 generated immunocomplexes and in response to TNFα there was ∼2-fold increase in p65-MED1 complex formation (**Fig. 6A**). In cells lacking SIMPL, p65-MED1 complexes were detected under steady-state conditions and relative to the wild-type cells, a more modest increase in p65-MED1 complex formation detected in response to TNFα (∼1.4-fold). The effect of ectopically expressed SIMPL on p65-MED1 complex formation was also measured. HEK 293 cells were transfected with an empty expression vector or a vector encoding Flag-tagged wild-type SIMPL. 72 h later cell monolayers were stimulated with rhTNFα (10 ng/mL) for 45 minutes, cell lysates were generated and antibody recognizing p65 was used to generate immunocomplexes and the resulting immunocomplexes were subjected to Western analysis using MED1 and Flag antibody (**Fig. 6B**). Results of these assays revealed that increasing the amount of SIMPL protein enhanced the amount of TNFα-induced p65-MED1 complex formation (∼2-fold). Taken together, the data presented in Figure 6 reveal that SIMPL protein is not required for but instead enhances p65-MED1 complex formation.

**Figure 6:**
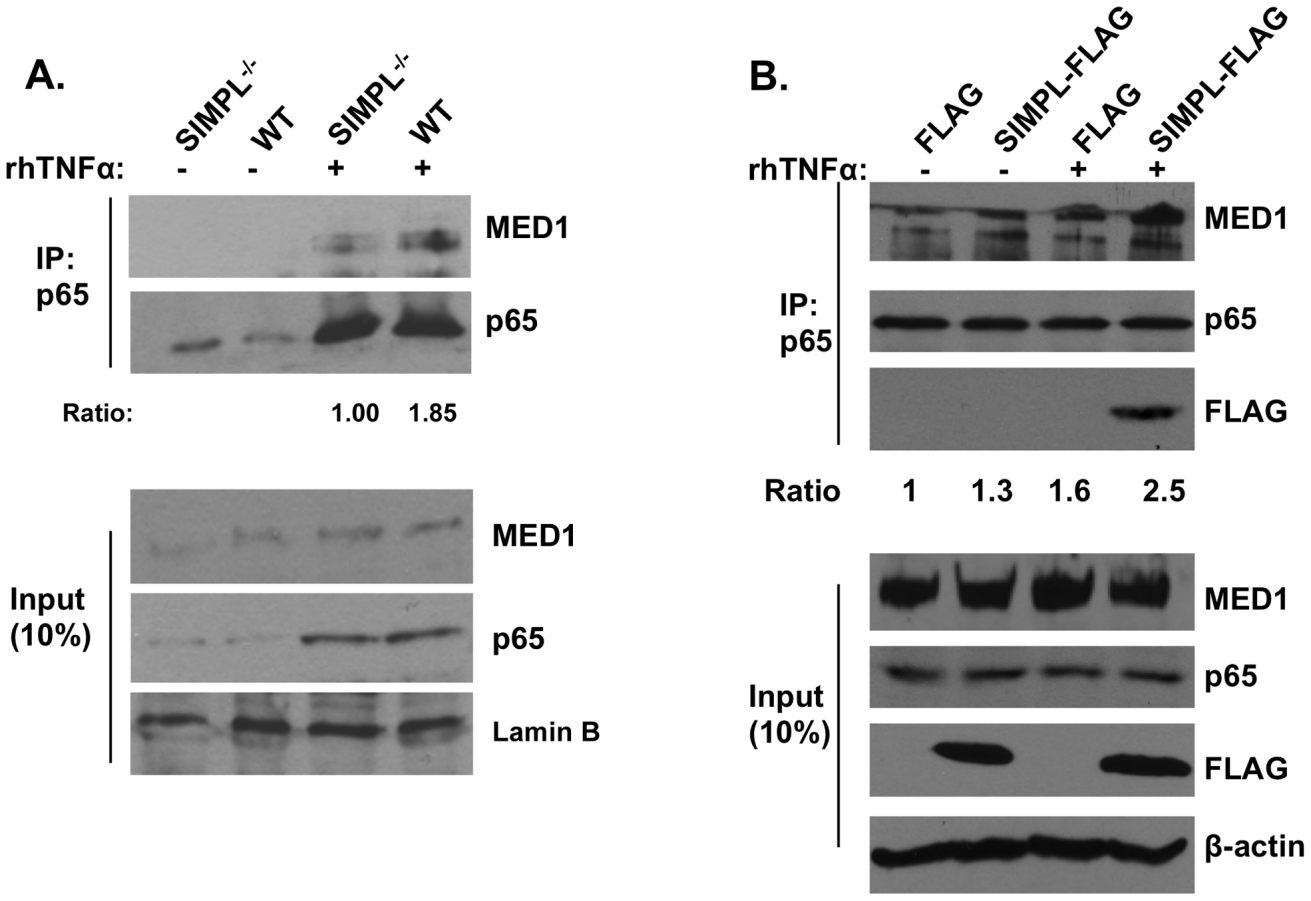
SIMPL enhances p65-MED1 complex formation. (**A**) MEFs derived from littermate controls (WT) or SIMPL^−/−^ mice were left untreated (-) or were treated with rhTNFα (10 ng/ml) for 45 minutes. Upper panel: nuclear extracts were subjected to immunocomplexing assays with p65 antibody and immunocomplexed materials were subjected to Western analysis with antibodies to the indicated proteins. Lower panel: Western analysis of cell lysates (10%; 50 ug) used in immunocomplexing assays with antibodies to the indicated proteins. (**B**) HEK 293 cells transfected with FLAG-SIMPL or empty FLAG-vector (Flag) and were left untreated (-) or were treated with rhTNFα (10 ng/ml; 45 min). Upper panel: immunocomplexing assays performed with p65 antibody were subjected to Western analysis with antibodies to the indicated proteins. Lower panel: Western analysis of cell lysates (10%; 50 ug) used in immunocomplexing assays with antibodies to the indicated proteins. n = 3.

We next examined whether the appearance of either p65 or MED1 on the *Tnf* gene promoter required the presence of SIMPL. MEFs derived from wild-type or SIMPL^−/−^ mice were treated with TNFα for 45 minutes and processed for ChIP assays as described above (**see legend** **Fig. 3**). In response to TNFα there is increased association of p65, MED1 and phospho-RNA polymerase II (serine 5; RNAPIIo) associated with the mouse *Tnf* gene promoter in MEFs derived from wild-type mice (**Fig. 7B**); these changes were dramatically reduced in the MEFs derived from mice lacking SIMPL (**Fig. 7B**). Parallel ChIP assays were performed with sequences located in the TNFα coding region to confirm the specificity of the proteins detected at the *Tnf* gene promoter region (**Fig. 7C**). Together this series of experiments (**Figs. 5** **–** **7**) reveals that SIMPL serves as a transcriptional co-activator by enhancing in a TNFα-dependent manner, p65-MED1 complex formation.

**Figure 7:**
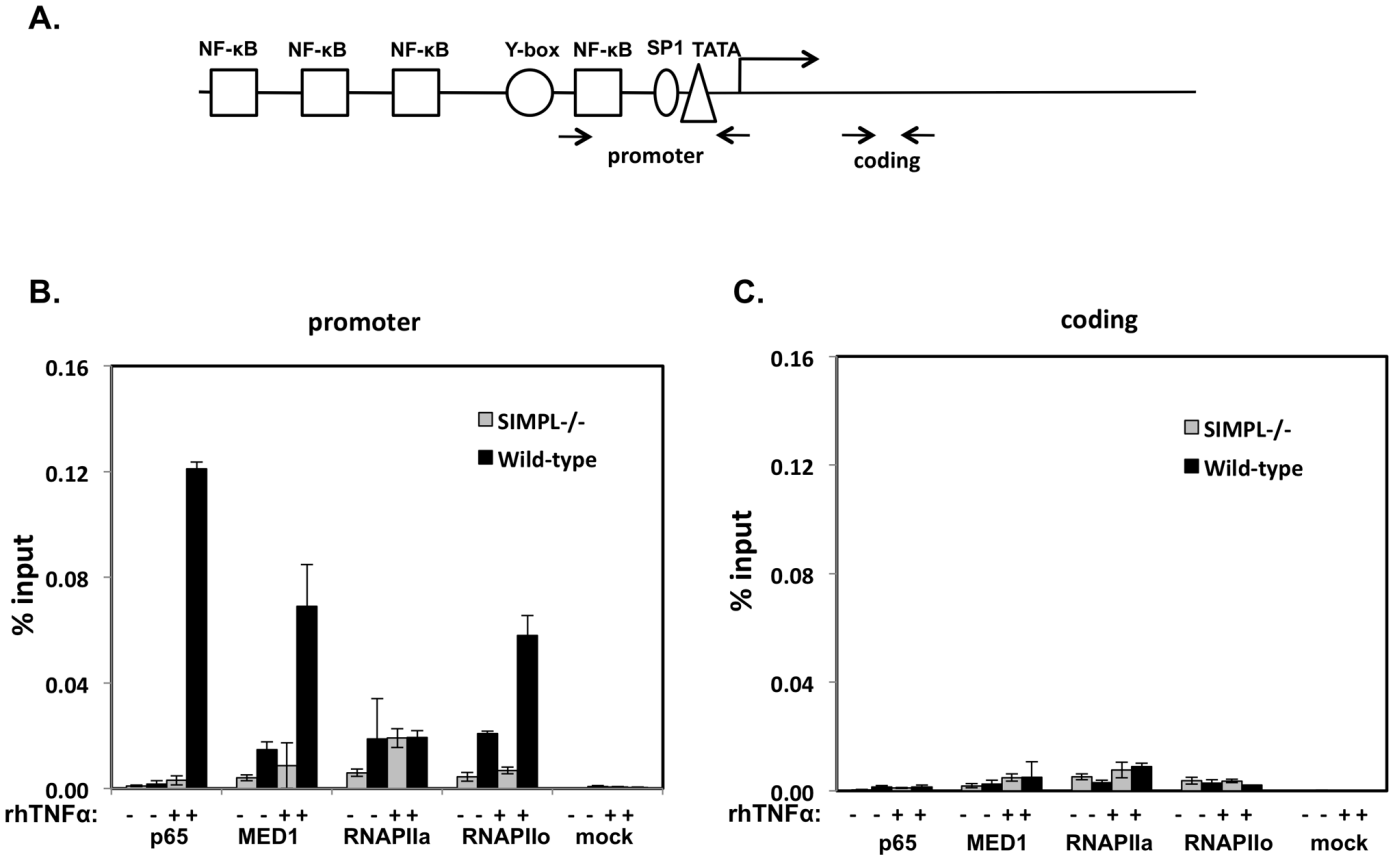
SIMPL enhances the appearance of p65, MED1 and serine 5 phosphorylated RNA pol II on the *Tnf* gene promoter. (**A**) Schematic of the mouse *Tnf* gene indicating location of PCR primers. (**B and C**) MEFs derived from littermate controls (WT) or SIMPL^−/−^ mice were left untreated (-) or were treated with rhTNFα (10 ng/ml) for 45 minutes. Chromatin immunoprecipitation (ChIP) assays were performed as described under Materials and Methods with the indicated antibodies and primer sets specific for the mouse *Tnf* gene (see Panel A for location of primers; Materials and Methods for sequence of primers). ChIP assays were repeated at least three times.

## Discussion

Regulation of gene transcription in a cell-state and signal-specific manner requires the coordinated actions of numerous transcription factors, co-activators and regulators. Previous studies from our laboratory identified the novel regulatory factor SIMPL, and demonstrated that SIMPL interacts with p65 in a TNFα dependent manner where it specifically enhances p65 transactivation activity [20], [21]. We now have defined a unique regulatory mechanism for SIMPL involving localization to the *Tnf* gene promoter, in a signal specific manner, where it enhances p65 and MED1 complex formation. To our knowledge these are the first studies to demonstrate an interaction between endogenous p65 and endogenous MED1.

Mediator functions at several steps during transcription: RNA polymerase II recruitment, pre-initiation complex formation, post-recruitment processes as well as DNA loop formation (for review see [39]–[41]). The structural interactions and functional relationship between Mediator and steroid hormone receptors, and some mammalian transcription factors have been characterized. The interaction between Mediator and the c-Rel family of transcription factors is relatively less well understood. Analysis of HIV transcription demonstrated that a crude complex of Mediator proteins (containing MED1) significantly promoted p65 dependent transcription of the NF-κB dependent HIV-1 promoter [42]. Additional studies demonstrated that the p65 transactivation domain allowed for an association between Mediator and the HIV-LTR [43]. Work by others analyzing proteins bound to a GST-p65 transactivation domain fusion protein identified a number of mediator subunits including MED1 and MED15 [44]. MED1 and MED15 were also identified in SIMPL containing complexes in our analysis. Our immunocomplexing assays revealed that SIMPL is not required for p65-MED1 complex formation, but instead increases the abundance of endogenous p65-MED1 complexes.

Consistent with SIMPL functioning as a component of a TNFα signaling pathway, SIMPL^−/−^ mice, similar to mice lacking TNF RI, are viable. Previous studies using SIMPL shRNA suggesting that SIMPL may be required for HSC function [45] led us to examine the early immature hematopoietic cell compartments in the SIMPL^−/−^ mice. Immunophenotypic analysis of peripheral blood from the SIMPL^−/−^ mice and littermate controls did not reveal significant differences in the numbers of circulating hematopoietic cells (data not presented). However, assessment of bone marrow-derived progenitor cell function *in vitro* revealed a decrease number of granulocyte/macrophage progenitors in the SIMPL^−/−^ mice. Since the overall bone marrow cellularity does not differ between the SIMPL^−/−^ and littermate controls (data not shown), the decrease in progenitors reflects diminished numbers of progenitors and/or their proliferation. Resolving this difference will require additional study. Analysis of hematopoietic stem cell function confirmed that SIMPL is required for intrinsic hematopoietic stem cell function. These data parallel competitive repopulation assays performed with cells derived from mice lacking TNF RI [34]. Thus, SIMPL is a component of the TNF RI network intrinsic to hematopoietic stem cells and is necessary for proper hematopoietic maintenance.

TNFα also plays a central role in regulating host defense through its effects upon non-hematopoietic cells. In response to tissue damage and/or pathogens, a complex physiological response is initiated through activation of the innate immune response that in some instances will transition to activation of the adaptive immune response. The profile of SIMPL dependent/modulated TNFα-induced genes was determined following a one hour TNFα treatment. 

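Among the cytokine, growth factor and immediate early genes, a few responded less to TNFα without SIMPL, and Vegfa responded more. Of 22 measured cytokines and growth factors, 10 rose with TNFα in littermate MEFs and 8 in SIMPL−/− MEFs (11 and 8 adjusted over the list alone). In SIMPL−/− MEFs 4 had a smaller response, 3 of them genes of Fig. 1A, and 1, Vegfa, a larger one (5 and 4 adjusted over the list alone; camera adjusted p = 0.49). Csf1, the growth factor of macrophages, rose by a log2 fold change of 1.51 (SE 0.07, n = 4 arrays per group) in littermate and 0.69 in SIMPL−/− MEFs, a difference of −0.82 (SE 0.09, adjusted p = 7.13e-05 from limma). Untreated SIMPL−/− MEFs started from a higher level of Csf1, by 1.18 (adjusted p = 4.53e-11). Vegfa, an endothelial growth factor, had log2 fold changes of 0.01 in littermate and 0.52 in SIMPL−/− MEFs, a difference of 0.51 (SE 0.08, adjusted p = 0.00353). Lif, a cytokine of the interleukin-6 family, had values of 1.36 and 1.83, and Il6 of 0.89 and 1.65, differences that did not pass the test (adjusted p = 0.222 and 0.185). Of the 31 immediate early genes, 19 rose in SIMPL−/− MEFs (20 up and 1 down adjusted over the list alone). Both genes with a smaller response there were Btg2, an antiproliferative gene, with a difference of −0.76 (SE 0.12, adjusted p = 0.00413), and Maff, a small Maf transcription factor, with −0.72 (SE 0.12, adjusted p = 0.00927). The call for Maff was lost with an unmoderated test. Before TNFα, Btg2 and Maff stood higher in SIMPL−/− MEFs, by 0.48 and 0.46 (adjusted p = 0.00021 and 0.00038), and 18 of the 31 genes were higher and 3 lower (18 and 3 adjusted over the list alone; camera adjusted p = 0.00246, lost with an estimated correlation, adjusted p = 0.468). For the response, 8 were smaller and 1 larger adjusted over the list alone, and the camera adjusted p of 0.00164 was lost with an estimated correlation (adjusted p = 0.462).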

Loss of SIMPL affects TNFα dependent expression of genes whose products mediate pathogen recognition, immune cell recruitment, activation and proliferation, as well as transcription of additional inflammatory mediators. The biology associated with the subset of TNFα-induced genes that are SIMPL dependent is unclear. It may reflect host responsiveness to a specific pathogen(s) or a mechanism through which host TNFα levels are controlled.

In the last few decades modulation of the inflammatory response has been a major target for pharmaceutical development. While many of the newer pharmaceuticals targeting aspects of inflammation have been very effective, many are also associated with a significant risk of adverse events. To develop more selective agents, it is critical that insight into mechanisms that regulate signal specific and/or gene specific regulation of transcription is gained. Molecules like SIMPL provide one mechanism through which the activity of transcription factors, activated by numerous stimuli, can elicit distinct patterns of gene expression. Our studies are one of the first to identify a protein that can explain how changes in NF-κB dependent gene expression are controlled in a TNFα specific manner (data herein; [20], [21]). Moreover our studies describe a novel paradigm, signal-specific control of p65 transcriptional activity, for the development of therapeutic modalities that attenuate versus eliminate TNFα activity.

The link between SIMPL and hematopoiesis is intriguing. Myelodysplastic syndrome (MDS) is a group of complex disorders characterized by ineffective hematopoiesis (HSCs with compromised self-renewal ability) usually diagnosed later in life (>60 years). Typically early stage MDS patients have normal or elevated levels of TNFα, a negative regulator of hematopoiesis [33], [46]. Current models suggest as MDS evolves, resistance to the growth inhibitory effects of TNFα are lost, increasing the probability that a leukemic clone will develop [47]. The observation that the SIMPL^−/−^ mice share a phenotype in common with TNF RI^−/−^ mice strengthens our hypothesis that SIMPL is an integral member of the TNFα signaling pathway. Moreover, elucidating the molecular details of SIMPL function may identify therapeutic target(s) for the treatment of MDS.

How the deposited data were processed for this re-analysis (not part of the article)

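Gene expression was measured in MEFs from littermate control and SIMPL−/− mice on 16 Affymetrix Mouse Gene 1.0 ST arrays, 4 in each of 4 groups formed by genotype and by TNFα (10 ng/ml, 60 min by the paper's methods and 45 min by the array labels) or no treatment. The table holds log2 values, from 2.41 to 14.9, that the submitters made with RMA in Partek, for which no versions are given. The paper's methods name another program, Affymetrix Microarray Suite, and a false discovery rate correction without a threshold. The cel files of the arrays were not used here. Arrays were assigned to groups by the titles of the samples alone, and no paired analysis was possible because no source pairs untreated and treated arrays by embryo.

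Of the probe sets on the array, 21789 have exactly 1 gene symbol, 1621 have several and were left out, and 5443 are not listed with a gene. This gave 19938 genes, 999 of them with more than 1 probe set, for which the probe set with the highest mean over all arrays was used. Of the genes, 19919 have an entry in a table of RefSeq genes, which was used for symbols and for the neighbours of Irak1bp1 alone. No filter on dim genes was applied. The arrays had medians from 6.67 to 6.76, and any pair of one group had a Pearson's r across genes of at least 0.995. The median SD of a gene within a group was 0.089 to 0.103 on the log2 scale, and the number of arrays limits the precision.

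The analysis used R 4.3.3 with limma 3.58.1. A linear model with a mean for each of the 4 groups was fitted to all arrays, with moderated variances (12 residual and 6.19 prior degrees of freedom). The 5 contrasts were the TNFα response in littermate MEFs, that in SIMPL−/− MEFs, the difference between these responses, and the difference between the genotypes after TNFα and without it. All tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over all genes of a contrast. Induced and lowered genes were counted at the paper's thresholds, a fold change over 1.5 and an unadjusted p under 0.001, and all other counts at an adjusted p under 0.05. A smaller response was called for an induced gene when the difference between the responses was negative at an adjusted p under 0.05.

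For the analysis, 25 gene lists were written before the data were examined. They cover the feedback inhibitors and ubiquitin editors of NF-κB, the Rel family and the IκB kinases, TNF receptor signalling, chemokines, cytokines and growth factors, adhesion molecules and cell surface receptors, immediate early genes, interferon-stimulated genes and Mediator subunits. Others hold markers of fibroblasts, myeloid cells, mast, lymphoid and erythroid cells, endothelium, epithelium, muscle, neural cells, and chondrocytes, osteoblasts and adipocytes. The remaining lists are proliferation, p53 targets and senescence, antioxidant and stress genes, sex-linked genes, housekeeping genes, the Group I genes and the Groups II to IV genes of Fig. 1A, and the neighbours of Irak1bp1, 25 genes on each side. Lists were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation, and with fry, and p-values were adjusted over all lists and contrasts of a tool. Genes were named by a rule set beforehand: Irak1bp1, the genes of Fig. 1 (whose plotted values were seen), for each contrast the 15 genes with the largest rise and the 10 with the largest fall whose groups do not overlap, of which the text gives some, and the list members with the largest changes. Irf1 has a second probe set with a smaller response and a difference between the responses near 0. The responses of some of the genes that the rule selects are not reported here, 1 of them with a large difference between the genotypes.

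Alternatives set before the data were examined were centring each array on its median, quantile normalization, leaving out dim genes, the mean of a gene's probe sets, trend and robust variance moderation, array weights, a fit of the compared arrays alone, the methods' t-test (unpaired, two-tailed), other thresholds, other meanings of a reduced response, and leaving out each array in turn. For the difference between responses, an unmoderated test over all 4 groups stood in for the t-test, which compares a pair of groups. Other splits of the arrays into groups of the same sizes were counted. These were all 35 for a comparison of a pair of groups and 100 drawn ones for the difference between responses. The procedure was tested on simulated data with 50 changed genes at each of several folds. At 1.5-fold it recovered 96% of changed responses and 86% of changed differences between responses, with 9 and 12 false calls, and at 2-fold 100% of both. An outlying array was called with Dixon's ratio above 0.829, the 95% critical value for 4 arrays. Deviations from the myeloid marker mean were compared with 10000 random sets of other induced genes. The experiments of Figs. 2 to 7 and the quantitative PCR of Fig. 1B were not analysed here.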

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

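The test of genes picked in SIMPL−/− MEFs, the test of the other marker lists and the test of the neighbours of Irak1bp1 were chosen after the result was seen, while the tests of deviations within groups and the other splits of the arrays were set, with their bounds, after the patterns were seen but before the values of these tests were computed.

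The difference between the TNFα responses (SIMPL−/− minus littermate), tested as an interaction, passed for 107 genes (66 without array 14 and 184 without array 15). It was negative for 88 genes, among them the 61 induced in littermate MEFs, and positive for 19. These signs do not rank the responses by size: Dusp6 fell less in SIMPL−/− MEFs and is counted as positive. Regression to the mean of genes picked as induced would give genes picked in SIMPL−/− MEFs the larger estimate there in over 50%; of the 88 genes picked there 33% had it (28.4% to 35.2% with 1 array left out), which argues against it. Of the 61 genes, 18 were lower in untreated SIMPL−/− MEFs. Their deviations from the group means followed those of the myeloid marker mean with a median r of 0.521 (11 genes above 0.3, range −0.0866 to 0.779). This median lay above 100% of random sets of other induced genes. The 111 other induced genes outside the marker list had a median r of 0.0214. Fewer myeloid cells carrying the response is a candidate explanation for the 18 genes as a set. Among the 18, r was 0.779 for Ptafr, 0.08 for Nfkbia and −0.03 for Tnf. The r of a single gene rests on few arrays. The myeloid marker mean also varied little in SIMPL−/− MEFs (SD 0.063 untreated and 0.038 treated, against 0.172 and 0.192 in littermate MEFs). For a single gene such as Tnf, r can thus neither exclude nor establish this explanation. For the other 43 genes the median r was 0.179 (13 above 0.3, range −0.494 to 0.705, above 99.6% of random sets), between the bounds of 0.1 and 0.3 set before it was computed, and fewer myeloid cells cannot be told apart from a smaller response of the fibroblasts. The loss of SIMPL in the fibroblasts stays open as the biological explanation and was not tested, since no array holds SIMPL−/− MEFs with the myeloid markers of the littermate MEFs.

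All 29 measured myeloid and macrophage markers, which the paper does not report, were lower in untreated SIMPL−/− MEFs, with a median log2 difference of −2.07. The medians of the other marker lists and of the housekeeping genes lay between −0.192 and 0.252, which argues against normalization or overall brightness. A smaller share of myeloid cells in the SIMPL−/− cultures and lower expression of these genes within the cultured cells, as an effect of the genotype, would each lower the markers; no test separated them, and both stay open. Lyz2 and Fcer1g, with the highest log2 values among the markers in untreated littermate MEFs, stood at 12.01 and 11.41 there and at 10.19 and 8.58 in untreated SIMPL−/− MEFs; values of different probe sets do not rank transcripts by their abundance. None of the markers stands in another list or in Fig. 1A (0 of 29 in each), a marker had a median r of 0.805 with the mean of the others within groups, and the paper's methods text names no sort of the MEFs.

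Between untreated SIMPL−/− and untreated littermate MEFs 8151 genes differed, a comparison the paper does not report. Among the 50 measured neighbours of Irak1bp1, 25 on each side, 32 differed, or 64%, against 40.9% of all genes, above 100% of 387 other windows of 50 consecutive genes (highest 62%, median 42%), so passenger alleles carried along with the targeted gene are a candidate explanation for the excess among the neighbours, such as Prss35 (log2 difference −2.32, adjusted p = 9.32e-13, n = 4 arrays per group) and Htr1b (1.10, adjusted p = 9.36e-09), both chosen after their values were seen. The share of myeloid cells and the effect of SIMPL itself stay open, as does any other difference between embryos of the strains, and none of these was tested for the whole set of genes.

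Chance can be excluded for the counts of genes induced and lowered in littermate MEFs, 173 and 27, since the highest counts in the other splits of the same arrays (35 splits) were 8 and 8. It can be excluded too for 88 and 16 in SIMPL−/− MEFs (highest other 4 and 4), for the 7230 genes that differed between the genotypes after TNFα (highest other 3) and for the 8151 before it (highest other 0), each as 1 of 35 splits. For the 107 and 61 genes, 2 of 100 splits, the real one included, gave counts as large. The other one of these 2 exchanges the genotypes of all treated arrays. It gave 10341 and 1042 genes, and so reads the difference between the genotypes. The highest counts of the rest were 34 and 26. These splits cannot decide on chance for the 107 and 61 genes. Groups of mixed genotypes take the difference between the genotypes into their spread, which lowers the counts. For the 1 gene induced in SIMPL−/− MEFs with a smaller response in littermate MEFs, 6 of 100 splits gave a count as large (highest other 1042). For the other splits the larger of the counts of smaller responses in either genotype was taken. Like is thus not compared with like, and chance cannot be excluded.

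The 27 genes that fell in littermate MEFs and the 16 that fell in SIMPL−/− MEFs drew attention as a direction the paper does not report. Snai2, a repressor of epithelial genes, had the largest fall in SIMPL−/− MEFs among the genes whose treated and untreated arrays do not overlap. Its log2 fold change was −0.90 there (SE 0.06, adjusted p = 6.96e-09), against −0.49 in littermate MEFs. The call for the difference of −0.41 was lost with arrays centred on their medians and without array 2, 3, 4, 6, 7, 9, 10, 13 or 14. Dusp6, with the largest such fall in littermate MEFs, went the other way. It had −1.05 in littermate and −0.12 in SIMPL−/− MEFs (difference 0.93, adjusted p = 7.67e-05 from limma).

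An array far from the other 3 of its group was found in 22 of 316 groups of the 79 genes named here, where chance gives about 5% of groups. Arrays 5 and 12 had 3 of these values each, the most of any array. On array 12 they were Ccl20 at 5.928 (others 6.149 to 6.195), Rnd1 at 7.094 (others 7.261 to 7.278) and Ifit3 at 5.299 (others 5.515 to 5.557). In untreated littermate MEFs the outlying log2 values were 7.86 for Rel and 11.87 for Lyz2 on array 2, 8.679 for Irf1 on array 3 and 6.906 for Tnfsf15 on array 4. In TNFα treated littermate MEFs they were 7.648 for Irak1bp1, 4.972 for Il6 and 11.67 for Vcam1 on array 5, 8.947 for Cnn1 and 7.676 for Eif2s3y on array 6, and 8.371 for Cflar on array 8. In untreated SIMPL−/− MEFs they were 7.17 for Atf3 and 8.323 for Cd68 on array 10 and 7.992 for Eif2s3y on array 11. In TNFα treated SIMPL−/− MEFs they were 7.754 for Maff on array 13, 6.556 for Ifit1 and 8.87 for Fcer1g on array 14, 7.23 for Cebpd on array 15, and 7.637 for Cybb and 7.161 for Prss35 on array 16.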

How the results depend on the processing

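No alternative reported here was chosen after the result was seen. The count of genes induced in littermate MEFs stayed between 147 and 174 under the alternatives that changed 1 choice each. It was 141 with the methods' t-test, which drops both the moderation and the arrays that are not compared. With 1 array left out it stayed between 157 (without array 7) and 174 (without array 10), and the 88 in SIMPL−/− MEFs between 87 and 99. The genes lowered in littermate MEFs were 12 with dim genes left out and 14 with the methods' t-test (20 to 31 with 1 array left out). Those lowered in SIMPL−/− MEFs were 10 with arrays centred on their medians (12 to 19 with 1 array left out). The 61 smaller responses became 37 at an adjusted p under 0.01, 124 when adjusted over the induced genes alone, 102 for a lower level after TNFα and 97 for genes not past the thresholds in SIMPL−/− MEFs with no test of the difference (50 to 67 with 1 array left out). With an unmoderated test 41 of the 61 were called, and with arrays centred on their medians 50. The 1 smaller response in littermate MEFs became 3 after quantile normalization and 5 with dim genes left out. With dim genes left out Mmp10, called otherwise, is not tested, nor are Cd69 and Tnip3. The count became 4 with trend and robust eBayes and 4 with array weights. It became 0 with an unmoderated test or at an adjusted p under 0.01 (0 without array 1 to 4 without array 15). The 107 genes whose response differed became 214 with dim genes left out, 253 with trend and robust eBayes, 182 with array weights, 43 at an adjusted p under 0.01 and 50 with a fold over 1.5 (66 without array 14 to 184 without array 15). With a fold over 1.5, 1604 genes differed between the genotypes after TNFα and 1385 before it (6598 to 7205 and 6935 to 8359 without the fold, with 1 array left out). The 50 calls of gene lists at the preset correlation (47 to 54 with 1 array left out) became 28 with an estimated correlation. With fry, 19 calls of lists were gained and 5 were lost. Fry also gave the adhesion list in untreated cells the direction opposite to that of camera, with an adjusted p of 0.048 (camera adjusted p = 0.656). Centring the arrays moved the share of higher calls in SIMPL−/− MEFs with TNFα from 55.4% to 73.2% and that between untreated genotypes from 56.9% to 48.8%. No named gene reversed (0 under every alternative). Fewer genes are tested with dim genes left out; for the other changes the cause was not tested. No background level was derived from the table, so how far dim genes lie above it is not known.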

Differences from the paper's values

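No test in this part was chosen after the result was seen. At the paper's thresholds of a fold over 1.5 and p under 0.001, the paper's count of genes induced in littermate MEFs is 174 and the count here is 173, and array weights, an adjusted p under 0.05 in place of the unadjusted one, and leaving out array 10 each give 174.

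The paper's count of genes not induced or expressed at reduced levels in SIMPL−/− MEFs is 34, and the count of induced genes with a smaller response here is 61. The methods name the methods' t-test for all data unless stated otherwise and, for the arrays, differences of at least 1.5-fold with a false discovery rate correction, and the legend of Fig. 1 grades the reductions, but the paper's text does not name the level at which a reduction counts as significant, so the thresholds may not be the same. A t-test compares a pair of groups, so for the difference between the responses an unmoderated test over all 4 groups stood in for it. Of the alternatives set before the data were examined, the count falls within 1.5 times the paper's at 50 with arrays centred on their medians. It also does so at 42 with that unmoderated test, 37 at an adjusted p under 0.01 and 50 without array 14. It does not with quantile normalization (67), dim genes left out (72), the mean of a gene's probe sets (61), trend and robust eBayes (80), array weights (78), an interaction p under 0.001 (79), adjustment over the induced genes alone (124), a lower level after TNFα (102), genes not past the thresholds in SIMPL−/− MEFs (97) or any other array left out (52 to 67).

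In Fig. 1A the log2 responses of 22 measured genes were read by eye. Of the 44 values, 40 differ from those here by no more than the larger SD of the compared groups of arrays here. No error of the paper's values or of the reading by eye enters. The paper plots these same samples, so this is not independent evidence. For Ptafr the paper's values are about 2.6 in littermate and about 0.46 in SIMPL−/− MEFs in Fig. 1A, read by eye, against 1.04 and 0.18 here. For Clec4e (Mincle) the paper's values are about 1.0 and about 0.18 in Fig. 1A, read by eye, against 2.58 and 0.47 here, so each gene's values here match the bars labelled with the other. Leaving out array 9 (0.36), 10 (0.44) or 16 (0.37), or array weights (0.37), brings the SIMPL−/− value of Clec4e within that SD of the paper's. The other alternatives set before the data were examined do not. No alternative does so for the littermate value of Clec4e (2.49 to 2.74). The same holds for both values of Ptafr (0.96 to 1.14 and 0.12 to 0.25). Ripk2 had no probe set paired with it alone, and the label GPIγ4 was not paired with a gene, so neither is compared.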

Other observations

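No test in this part was chosen after the result was seen. Before any TNFα, SIMPL−/− and littermate MEFs differed in genes of cell identity. Penk, which encodes an opioid precursor, had a log2 difference of −4.48 (SE 0.11, n = 4 arrays per group, adjusted p = 2.55e-15 from limma) in untreated SIMPL−/− MEFs, lower in all 4 arrays than in any littermate array. Car3, a carbonic anhydrase of fat and muscle, was higher by 3.79 (SE 0.07, adjusted p = 5.36e-17), and Hp, which encodes haptoglobin, by 3.22 (SE 0.09, adjusted p = 1.26e-14). Of 14 markers of chondrocytes, osteoblasts and adipocytes, 7 were higher and 0 lower (7 and 0 adjusted over the list alone, 8 and 0 at an unadjusted p under 0.05), among them the fat cell genes Adipoq, by 3.07, and Fabp4, by 2.44; the list's camera adjusted p of 0.00131 was lost with an estimated correlation (adjusted p = 0.172). Of 14 epithelial and keratinocyte markers 8 were higher and 0 lower (8 and 0 adjusted over the list alone), with Krt18, a keratin of simple epithelia, at 2.13, and a camera adjusted p of 0.000367 that was lost with an estimated correlation (adjusted p = 0.14). Of 16 markers of skeletal and smooth muscle 8 were higher and 0 lower (8 and 0 adjusted over the list alone; camera adjusted p = 0.000793, lost with an estimated correlation, adjusted p = 0.14), with Cnn1, a smooth muscle calponin, at 0.97. Of 20 fibroblast markers 11 were lower and 4 higher (11 and 6 adjusted over the list alone; camera adjusted p = 0.0453, lost with an estimated correlation, adjusted p = 0.548), with Lum, a matrix proteoglycan, at −2.87 and S100a4 at 1.69. In the interferon-stimulated list, Ifit1 and Ifit3 had log2 differences of −1.86 and −1.77. In the myeloid list, Mrc1, the mannose receptor, stood at −3.42, Mpeg1 at −3.33 and Cd68, a lysosomal protein of macrophages, at −2.96.

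Other lists in untreated cells gave these counts of genes higher and lower in SIMPL−/− MEFs. Of 20 endothelial markers 7 were higher and 1 lower (7 and 1 adjusted over the list alone; camera adjusted p = 0.138), with Erg at −1.06 and Ets1 at 1.05. Of 11 neural and glial markers 5 were higher and 4 lower (5 and 4 adjusted over the list alone; camera adjusted p = 0.782), with Tubb3 at 1.30. Of 10 markers of mast, lymphoid and erythroid cells 2 were higher and 1 lower (2 and 1 adjusted over the list alone; camera adjusted p = 0.382), with Klf1 at 0.43, a call lost with an unmoderated test of the untreated arrays alone. Of 23 proliferation genes 8 were higher and 3 lower (8 and 3 adjusted over the list alone; camera adjusted p = 0.151), with Rrm2, a subunit of ribonucleotide reductase, at 0.61. Of 13 genes of the p53 pathway and senescence 8 were higher and 2 lower (8 and 2 adjusted over the list alone; camera adjusted p = 0.0998), with Igfbp3 at −1.96. Of 16 antioxidant and stress genes 11 were higher and 4 lower (11 and 4 adjusted over the list alone; camera adjusted p = 0.0512), with Nqo1, a quinone reductase, at 2.74. Of 30 measured subunits of Mediator, the coactivator complex the paper studies further, 12 were higher and 3 lower (13 and 3 adjusted over the list alone, camera adjusted p = 0.127), with Med21 at 0.43. In TNFα response 0 of the 30 differed (1 higher adjusted over the list alone, 4 higher and 0 lower at an unadjusted p under 0.05, 0 with an unmoderated test). Camera gave an adjusted p of 0.0127 toward positive differences between the responses, lost with an estimated correlation (adjusted p = 0.478). Of 10 housekeeping genes 3 were higher and 1, B2m, lower at −0.40 (3 and 1 adjusted over the list alone; camera adjusted p = 0.92).

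Of 4 sex-linked genes, Xist had a log2 value of 9.99 ± 0.07 (SD, n = 4 arrays) in untreated littermate and 8.46 ± 0.13 (SD, n = 4) in untreated SIMPL−/− MEFs (difference −1.53, adjusted p = 1.28e-09). The Y-linked genes Eif2s3y, Uty and Kdm5d were higher in untreated SIMPL−/− MEFs by log2 differences of 0.65, 0.44 and 0.42 (3 higher and 1 lower of the list also when adjusted over the list alone). On the untreated littermate arrays Xist lay between 9.881 and 10.04 and Eif2s3y between 7.505 and 7.569. On the untreated SIMPL−/− arrays they lay between 8.355 and 8.65 and between 7.992 and 8.271. Neither gene divides the arrays of these groups by sex. The levels thus give no sign of the separate embryos that the paper's methods state. Arrays of 1 shared culture per group could also lie this close together. No background level was derived that would tell these cases apart, and neither was tested. If a culture was shared, the p-values hold for arrays and not for embryos. Of the 50 neighbours of Irak1bp1, 14 were higher and 18 lower in untreated SIMPL−/− MEFs (14 and 18 adjusted over the list alone; camera adjusted p = 0.289).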
